# Gene Expression Commons: An Open Platform for Absolute Gene Expression Profiling

**DOI:** 10.1371/journal.pone.0040321

**Published:** 2012-07-18

**Authors:** Jun Seita, Debashis Sahoo, Derrick J. Rossi, Deepta Bhattacharya, Thomas Serwold, Matthew A. Inlay, Lauren I. R. Ehrlich, John W. Fathman, David L. Dill, Irving L. Weissman

## Abstract

Gene expression profiling using microarrays has been limited to comparisons of gene expression between small numbers of samples within individual experiments. However, the unknown and variable sensitivities of each probeset have rendered the absolute expression of any given gene nearly impossible to estimate. We have overcome this limitation by using a very large number (>10,000) of varied microarray data as a common reference, so that statistical attributes of each probeset, such as the dynamic range and threshold between low and high expression, can be reliably discovered through meta-analysis. This strategy is implemented in a web-based platform named “Gene Expression Commons” (https://gexc.stanford.edu/) which contains data of 39 distinct highly purified mouse hematopoietic stem/progenitor/differentiated cell populations covering almost the entire hematopoietic system. Since the Gene Expression Commons is designed as an open platform, investigators can explore the expression level of any gene, search by expression patterns of interest, submit their own microarray data, and design their own working models representing biological relationship among samples.

## Introduction

Gene expression microarray technology has allowed a global measurements of gene expression status in diverse cells and tissues across species [1]. Technological advances enable integration of thousands of probesets on a single chip, providing mRNA levels to be measured for almost all known protein-coding gene in the genome. However, since each probeset intrinsically has a different efficiency of hybridization due to differences in target sequences, current methodologies of array-based global gene expression analysis are limited to profiling *relative* differences in gene expression among samples rather than *absolute* gene expression analyses of a particular sample [1] (Figure 1A left). The output of differentially regulated genes is unique to the combination of samples compared, and the relative differences are frequently misinterpreted because there is no assurance that every probeset has the same dynamic range of gene expression values. For instance, the biological interpretation of 2-fold changes (1 log2 shift) for a probeset that has small dynamic range compared to a probeset that has large dynamic range will be different. Moreover, genes whose expression level does not vary significantly between samples within a given study are frequently ignored regardless of their expression intensity. These limitations have created a bottleneck for generalizing results of gene expression microarray assays across experiments and across laboratories.

**Figure 1:**
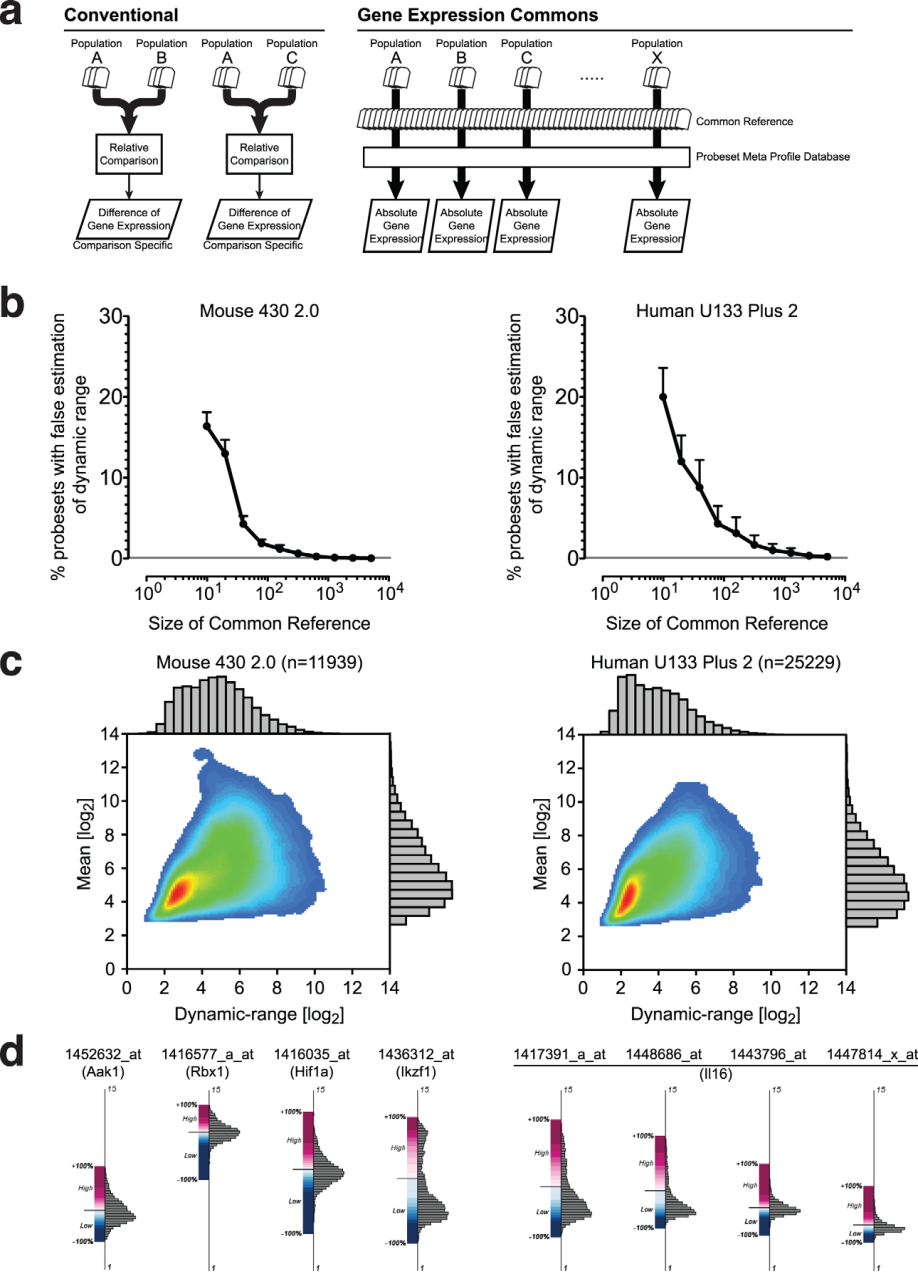
Absolute gene expression profiling with a large-scale common reference and a probeset meta profile database. (A) Relative vs. absolute gene expression profiling. Conventional methods compare differences in gene expression between samples within an individual experiment, and result in relative values only (left). In Gene Expression Commons, raw microarray data is individually normalized against a large-scale common reference, then mapped onto the probeset meta profile. This strategy enables profiling of absolute expression levels of all genes on the microarray (right). (B) Relationship between the size of the common reference and the accuracy of the probeset dynamic range estimation. The result of one out of five experiments is shown. The Y-axis represents % probesets with false estimation of dynamic range in mean ± S.E.M (n = 10). (C) The dynamic range versus the mean of each probeset in Affymetrix Mouse 430 2.0 (n = 11,939) (left) and Affymetrix Human U133 Plus 2 (n = 25,229) (right) presented by a density plot and histograms. (D) Graphical representation of probeset meta profile. The Y-axis represents expression intensity without units in log2 scale. The distribution of expression levels is displayed by a histogram (right side of the axis). The high/low threshold computed is shown by a solid bar, and the distribution of percentiles in either the high or low expression range is indicated by a gradation of color, displayed as highest (+100%) in dark red, threshold (0%) in white, lowest (−100%) in dark blue (left side of the axis). Four diverse distributions of probesets for four different genes (Aak1, Rbx1, Hif1a and Ikzf1) (left), and diverse distribution of four probesets of one gene (Il16) (right) are shown.

To overcome these limitations, we hypothesized that a very large number of publicly available microarray data from a particular microarray platform could be used as a common reference that might be enable empirical estimation of the absolute expression level of a given gene. If the common reference is large enough, meta-analysis could be applied to the common reference to compute the distribution of data, dynamic-range, and a threshold to distinguish high expression from low expression for each probeset. Using such an approach, we now demonstrate that absolute gene expression profiling can be achieved by mapping sample data against a common reference obtained by meta-analysis (Figure 1A right).

## Results

### Common Reference and Probeset Meta-Profile Database

In our initial experiment, we determined the size of the common reference required to perform meta-analysis with sufficient statistical power. We focused on Affymetrix microarrays because of the abundance of publicly available data. We downloaded 11,939 Affymetrix Mouse Genome 430 2.0 and 25,299 Affymetrix Human Genome U133 Plus 2.0 gene expression microarray data from the NCBI Gene Expression Omnibus (GEO) public repository [2]. From the pool of microarray data downloaded, we randomly selected 10, 20, 40, 80, 160, 320, 640, 1280, 2560, and 5120 data as a hypothetical common reference. Each common reference sample was normalized using the RMA algorithm [3], and for each probeset, the dynamic range was calculated as the difference between the lowest and the highest expression values among the data. Next, one additional microarray data was randomly chosen from the pool as the “actual sample” and was normalized with each hypothetical common reference. To test if adding the “actual sample” changed the computed dynamic ranges of probesets significantly, we analyzed the number of probesets for which the expression intensity of the “actual sample” falls outside the dynamic range calculated from the hypothetical common reference. This number decreased exponentially as the size of hypothetical common reference increased (Figure 1B). As shown in Figure 1B, the dynamic range becomes stable as the size of the hypothetical common reference approaches 2560, and the probabilities of false estimation of the probeset dynamic range are less than 0.1% for mouse, and 0.5% for human, respectively. We repeated this experiment five times and observed consistent trends (Table 1 and 2). This result indicates that if large numbers of microarray data are pooled and normalized together, we can estimate the dynamic range of each probeset with a high degree of confidence, and can use those pooled data as a “Common Reference”. To maximize confidence, we used all 11,939 Affymetrix mouse 430 2.0 microarray data and 25,229 Affymetrix human U133 Plus 2.0 microarray data for the first version of the common reference.

**Table 1:** Size of universal reference and probeset dynamic-range estimation Affymetrix Mouse 430 2.0 (45101 probesets).

False positive on probeset dynamic-range estimation (mean±s.e.m.) [%]										
	Size of common reference (number of microarrray data)									
Exp	10	20	40	80	160	320	640	1280	2560	5120
#1 (n = 10)	16.38±1.72	12.99±1.69	4.28±0.98	1.88±0.48	1.19±0.48	0.63±0.27	0.25±0.11	0.11±0.04	0.07±0.03	0.04±0.02
#2 (n = 10)	15.10±1.83	10.67±2.30	3.95±0.91	2.26±0.72	1.00±0.35	0.59±0.25	0.27±0.09	0.14±0.07	0.06±0.02	0.03±0.01
#3 (n = 10)	17.68±2.16	7.50±1.16	4.51±1.02	2.52±0.55	1.18±0.44	0.54±0.19	0.21±0.06	0.12±0.05	0.05±0.02	0.04±0.02
#4 (n = 10)	18.37±2.85	10.88±1.49	5.25±1.11	2.59±0.85	1.05±0.30	0.48±0.15	0.32±0.15	0.13±0.06	0.07±0.03	0.03±0.01
#5 (n = 10)	19.15±2.26	7.86±1.09	4.63±1.10	2.19±0.54	1.27±0.56	0.53±0.17	0.25±0.09	0.13±0.06	0.05±0.02	0.03±0.01
Ave	17.34±0.72	9.98±1.02	4.52±0.22	2.29±0.13	1.14±0.05	0.55±0.03	0.26±0.02	0.13±0.00	0.06±0.00	0.03±0.00

**Table 2:** Size of universal reference and probeset dynamic-range estimation Affymetrix Human U133 Plus 2 (54677 probesets).

False positive on probeset dynamic-range estimation (mean±s.e.m.) [%]										
	Size of common reference (number of microarrray data)									
Exp	10	20	40	80	160	320	640	1280	2560	5120
#1 (n = 10)	20.01±3.58	12.01±3.23	8.78±3.42	4.32±2.18	3.14±1.97	1.69±1.18	1.03±0.78	0.71±0.57	0.34±0.28	0.23±0.20
#2 (n = 10)	24.18±3.89	13.85±3.85	8.28±3.20	4.73±2.35	2.63±1.52	1.44±0.98	0.99±0.71	0.72±0.61	0.46±0.40	0.30±0.28
#3 (n = 10)	22.28±4.00	10.00±2.49	6.91±2.44	3.56±1.86	2.67±1.49	1.56±1.10	0.98±0.73	0.60±0.47	0.42±0.36	0.32±0.29
#4 (n = 10)	20.89±3.77	12.32±3.04	8.70±3.24	5.31±2.66	2.98±1.90	1.92±1.36	1.23±0.96	0.66±0.53	0.53±0.47	0.20±0.18
#5 (n = 10)	19.11±3.77	12.96±3.68	5.78±2.22	5.75±2.98	3.24±1.98	1.73±1.20	1.13±0.87	0.53±0.43	0.58±0.52	0.27±0.24
Ave	21.30±0.89	12.23±0.64	7.69±0.58	4.73±0.38	2.93±0.12	1.67±0.08	1.07±0.05	0.65±0.04	0.46±0.04	0.27±0.02

Since the common reference contains a large number of data points for each probeset, various attributes besides the dynamic-range can be calculated with statistical reliability. Figure 1C displays the scatter plot of the dynamic range versus the mean of each probeset obtained from Affymetrix mouse 430 2.0 microarrays (n = 11,939) and Affymetrix human U133 Plus 2.0 microarrays (n = 25,229). The dynamic range varies widely from 1 to 10 in log2 scale in both platforms. This variation clearly indicates the limitations of conventional selection criteria based on just the relative fold-change between samples within a single experiment. The biological context of a 2-fold increase in a probeset that has a small dynamic range is likely to be more significant than a 2-fold increase in a probeset in which the highest level of expression is much more than a 2-fold change. Conversely, one cannot expect to find a 10-fold change in expression of a gene with a small dynamic range.

Another important finding is that there is wide variation in the mean values of probesets with the same dynamic range. Two different possibilities may explain this phenomenon. First, non-specific hybridization signals are significantly different for different probesets. Second, there are a large number of “housekeeping” genes that are highly expressed irrespective of cell type. On the microarray, both of these two types of probesets are likely present, but our approach does not distinguish between them.

Because of the large sample size in our common reference, the distribution of gene expression values for each probeset is extremely stable. Therefore, the inclusion of additional data in the future will likely not affect this distribution, as shown in Figure 1B. Further, we can infer that for each probeset large numbers of representative low and high gene expression values are available. Thus, a threshold value which distinguishes high expression from low expression can be estimated (high/low threshold). To achieve this, we used the StepMiner algorithm originally developed to fit step functions [4]. For each probeset, the expression intensities were sorted from low to high, and a step function fitted to the sorted expression intensities that minimizes the square error between the original and the fitted values. This enabled us to identify a threshold for high versus low expression. Each individual expression value from the common reference for a given probeset was assigned a percentile rank. For each probeset, the meta database provides the high/low threshold, minimum, maximum.

A graphical presentation of the meta profiles for eight representative probesets appears in Figure 1D. The Y-axis represents expression intensity. On the right side of the axis, the distribution of expression intensities of the data used to generate the common reference is displayed in a histogram. On the left side of the axis, the high/low threshold is shown by a solid bar, and the distribution of percentiles in either the high or low expression range is displayed by a gradation of color. The probeset for Aak1 (1452632_at) and the probeset for Rbx1 (1416577_a_at) have almost equivalent dynamic ranges, but their distributions of expression intensities are strikingly different. The probeset for Hif1a (1416035_at) has a uni-modal distribution, whereas the probeset for Ikzf1 (1436312_at) has a bimodal distribution. The Affymetrix Mouse 430 2.0 microarray contains 4 probesets for Il16, and each probeset has a distinct dynamic-range and shape of distribution (Figure 1D, right).

### Gene Expression Commons

We developed a computer program to normalize microarray data of interest against the common reference. As a result of this processing, the expression intensities and expression percentiles are obtained for all probesets, and the stability of the results is greater than 99.9%. Thus, absolute gene expression profiling can be achieved. We integrated these strategies into an intuitive web interface named “Gene Expression Commons” (https://gexc.stanford.edu).

Figure 2A shows each functional layer of Gene Expression Commons. Users can search for absolute gene expression with probeset meta profile information using a web interface.

**Figure 2:**
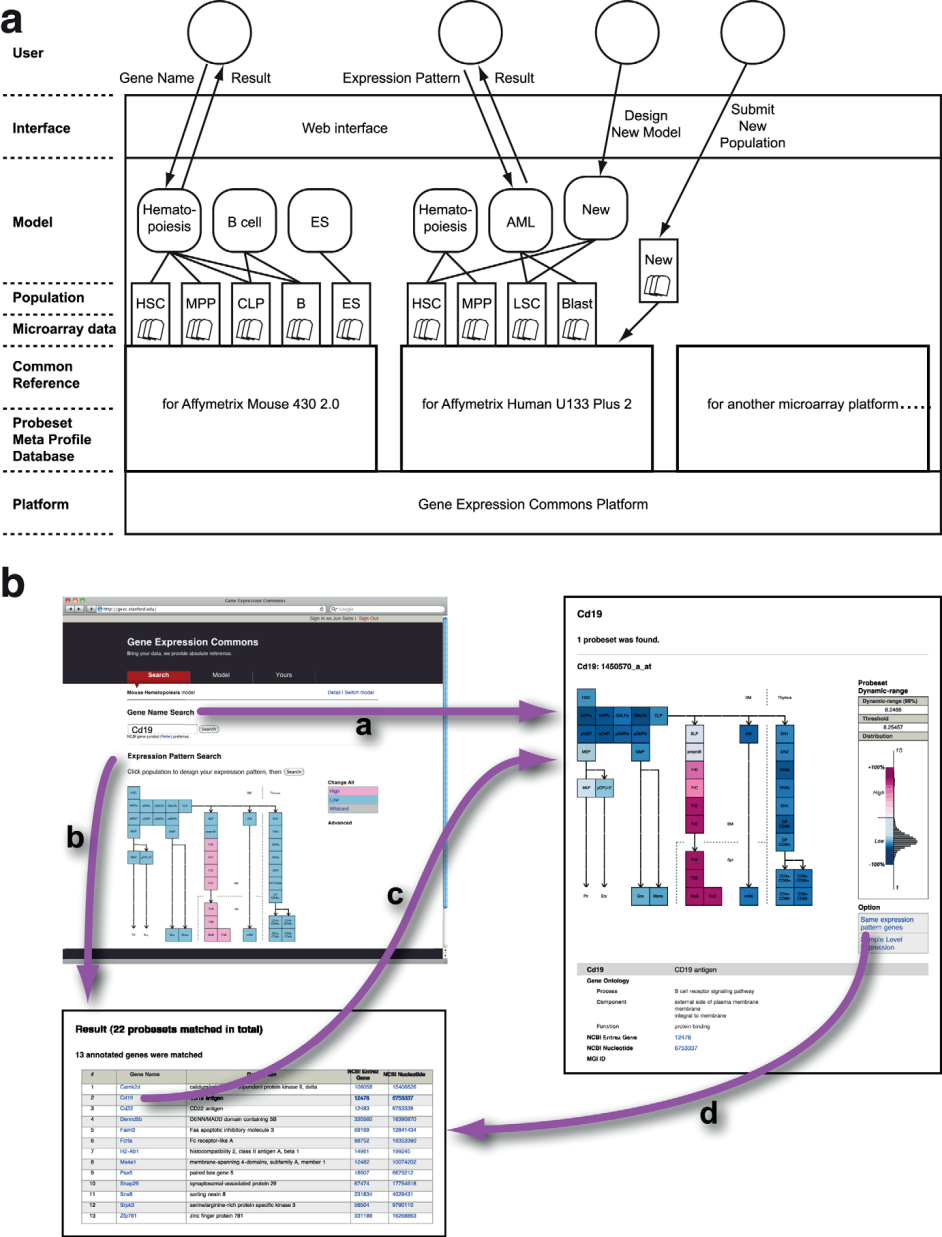
Structure and Workflow of Gene Expression Commons. (A) Functional layers of Gene Expression Commons system. Users can select a Model of interest, and search for absolute gene expression through an intuitive web interface. A Model is a searchable category representing a biological context and displaying relationships among Populations. A Population contains several microarray data, which are biological replicates. Users can submit their own Populations, and design Models with a privacy control feature. (B) Seamless search flow at Gene Expression Commons. Gene Name Search provides absolute gene expression of a particular gene (path a). Expression Pattern Search provides a list of genes with expression patterns matching the expression pattern of interest designed by user (path b). From the list of genes, absolute expression of a particular gene is displayed with one click. From the absolute gene expression of a particular gene, the user can obtain a list of genes with the same expression pattern (path d).

“Model” is a searchable category that represents biological context and relationships among “Populations” displayed in 2-dimensions (e.g. Mouse Hematopoiesis Model, described later). “Population” is the most essential unit of data in Gene Expression Commons, which contains several microarray data that are biological replicates. Microarray data are normalized individually with the common reference. Then, the normalized values are averaged. These averaged values are then mapped onto the probeset meta-profile in order to obtain the population’s percentile of expression for each probeset.

The system is designed to enable updating of the common reference to improve the breadth of available samples. When the size of publically-available data of Affymetrix mouse 430 2.0 microarray or Affymetrix human U133 Plus 2.0 microarray has increased significantly, e.g. doubled from current size, we will introduce a new version of the common reference. Also, other microarray platforms will be added to the system when the numbers of publicly available data reaches a point at which generation of a stable common reference is possible.

### Mouse and Human Hematopoiesis Models

Hematopoietic stem cells generate more than 10 distinct functional cell types every second through multiple intermediate progenitor stages. Hematopoietic stem cells and many of their downstream progeny can be readily isolated and molecularly characterized. 

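Gene expression values of 37 sorted mouse populations, measured on 101 arrays, were analysed. They were the stem cell (HSC), multipotent progenitors (MPPa, MPPb, GMLPa, GMLPb), myelo-erythroid progenitors (pMEP, sCMP, pGMPa, pGMPb, MEP, GMP), granulocytes (Gra), monocytes (Mono), lymphoid progenitors (CLP, BLP), B lineage stages (pre-pro-B to Fo B), NK cells (iNK, mNK) and thymocytes (DN1 to the CD4 and CD8 single-positive cells). HSC and pre-pro-B had 4 arrays each, 23 populations had 3 and 12 populations had 2, which the paper describes as biological replicates. MkP and preCFU-E, which Table 3 also lists, were not analysed here. The number of arrays limits the precision of every population mean. The sample labels mark the arrays of GMP, CLP, DN1, DN2 and DN3a as re-analysed. The labels give a greater age for the thymus donors than Table 3 does, and they give male mice throughout where Table 3 gives both sexes for DN1 and DN2. The values were log2 expression values for 45101 probesets and ran from 2.47 to 15.06. The paper names RMA for normalization and the sample labels name GCRMA. The 64 control probesets were left out, so that 45037 probesets were tested. One limma model with a mean for each population was fitted to all arrays, with 64 residual degrees of freedom. A difference was called at a Benjamini-Hochberg adjusted p under 0.05 and a size of at least 1 on the log2 scale. A gene with several probesets was represented by the probeset with the largest dynamic range. Replicate arrays of a population correlated with a median r of 0.984 across probesets, which are not independent replicates, and the lowest value was 0.935. The median between arrays of different populations was 0.904. The 3' minus 5' difference of the Actb control probesets, a sign of RNA integrity and labelling, differed between groups of populations. Population means were 3.75 to 4.24 in HSC, MPPa, MPPb, GMLPa, GMLPb, pMEP, sCMP, pGMPa and pGMPb, and 0.55 (Gra) to 3.65 (pre-pro-B) in the others.

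**Figure D1:**
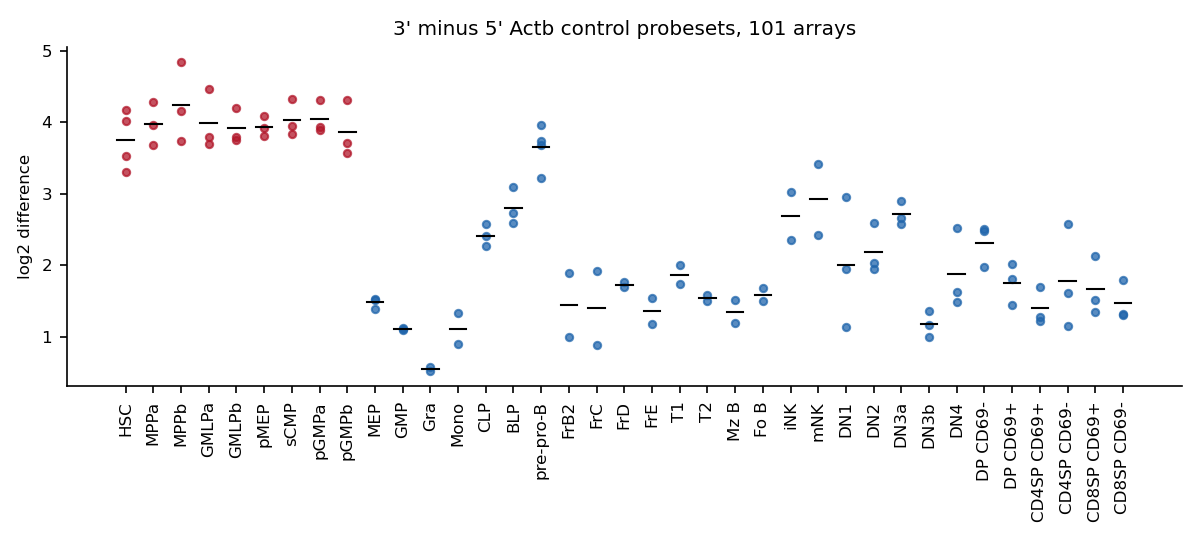
Difference between the 3' and 5' Actb control probesets (log2, y axis) on each of the 101 arrays, by population (x axis). Points are arrays and lines are population means, with HSC and the 8 progenitors from MPPa to pGMPb in red, whose means lie between 3.75 and 4.24.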

To establish a gene expression map of hematopoiesis, we highly purified 39 defined hematopoietic populations for which we have established putative differentiation pathways (Table 3) from bone marrow, spleen, and thymus utilizing 12-color digital FACS, and generated gene expression data for each on the Affymetrix Mouse Genome 430 2.0 microarray platform (GSE34723) [5], [6]. 

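The populations were sorted on surface antigens, and the mRNA of most of these antigens followed the sort gates. Cd8a, which encodes a chain of the CD8 co-receptor, was 6.28 higher on the log2 scale (SE 0.09, adjusted p = 4.68e-63) in the 4 CD8+ thymocyte populations than in the 20 populations gated as CD8-. Il7r, the receptor chain for interleukin-7 on lymphoid progenitors, was 6.14 higher (SE 0.13, adjusted p = 2.11e-50) in its 5 positive populations than in 15 negative ones. Fcgr3, an Fc receptor of myeloid cells, was 5.50 higher (SE 0.36) in GMP than in MEP. Cd44, an adhesion receptor lost during early thymocyte development, was 5.34 higher (SE 0.13) in DN1 and DN2 than in DN3a, DN3b and DN4, and Cd4 was 4.40 higher (SE 0.07) in the populations gated as CD4+. Of the 29 antigens with a gene in Table 3, 25 were measured. In the populations gated as positive, 23 were higher, 0 were lower and 2 did not pass the test, and 23 were higher when adjusted over the list alone. The difference was at least 1 for 22 of them. For 21 antigens every positive population had a higher mean than every negative one. The exceptions were Il7r, Cd34, Ighm and Cd3e. Il7r had a mean of 12.53 in FrD, gated as IL7Ra-, and of 11.62 in CLP, gated as positive. Cd3e had a mean of 8.99 in DN3b, gated as CD3-, and of 8.86 in CD8SP CD69-, gated as CD3+. Cd34, a sialomucin of early progenitors, had a mean of 9.35 in HSC, gated as CD34-, and of 6.68 in pMEP, gated as CD34+, while the positive populations were 2.39 higher on average (SE 0.18). Eng (CD105), counted among the 21 by the sign of its difference alone, differed by 0.14 between Mono and Gra (SE 0.23, adjusted p = 0.803). Ighm, the IgM heavy chain, differed by 0.08 (SE 0.47, adjusted p = 0.949), with a mean of 13.97 in FrD, which precedes surface IgM. Itga2 (DX5) was 0.70 higher in mNK than in iNK (SE 0.18, adjusted p = 0.0126). This call rested on single arrays, since the adjusted p was 0.0897 without iNK replicate 1, 0.0509 without iNK replicate 2 and 0.871 without mNK replicate 1. The tests were two-sided contrasts in limma between the averages of the gated populations, adjusted over all probesets of each contrast.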

The data of each population were incorporated into Gene Expression Commons, and a “Mouse Hematopoiesis” model was generated (Figure 2B). On the Mouse Hematopoiesis model, users can search and observe the absolute gene expression profile of any gene on Affymetrix Mouse Genome 430 2.0 microarray platform simply by searching for the NCBI gene symbol, gene name, keyword, or probeset ID. For instance, the gene expression profile of CD19 is shown in Figure 2B (path a). On the results page, the right column displays the probeset meta profile including its dynamic range, threshold level, histogram of data distribution, and calculated low/high expression level represented by a color-coded heatmap. The left column depicts the expression level of the gene searched in a heatmap. Red represents high expression, white represents threshold level expression, and blue represents low expression. Because of the size of the common reference data, the expression levels for each population are stable. Thus, adding another populations to the “Mouse Hematopoiesis” model in the future will not alter the expression levels of existing populations. This feature is very important, as discovery of new cell populations will undoubtedly occur.

**Table 3:** Populations in Mouse Hematopoiesis Model.

#	Name	Definition	Organ	Strain	Age [weeks]	Sex	Replicate	Reference
1	HSC	CD34− Flk2− Sca-1+ c-Kit+ Il7ra− Lin(CD4, CD8, B220, Ter119, Mac1, Gr1)-	BM	C57Bl/6	12	M	4	
2	MPPa	CD34+ Slamf1+ Tie2+ Vcam1+ Sca-1+ c-Kit+ Il7ra− Lin(CD4, CD8, B220, Ter119, Mac1, Gr1) −	BM	C57Bl/6	12	M	3	
3	MPPb	CD34+ Slamf1− Tie2+ Vcam1+ Sca-1+ c-Kit+ Il7ra− Lin(CD4, CD8, B220, Ter119, Mac1, Gr1) −	BM	C57Bl/6	12	M	3	
4	GMLPa	CD34+ Slamf1− Tie2− Vcam1+ Sca-1+ c-Kit+ Il7ra− Lin(CD4, CD8, B220, Ter119, Mac1, Gr1) −	BM	C57Bl/6	12	M	3	
5	GMLPb	CD34+ Slamf1− Tie2− Vcam1− Sca-1+ c-Kit+ Il7ra− Lin(CD4, CD8, B220, Ter119, Mac1, Gr1) −	BM	C57Bl/6	12	M	3	
6	pMEP	CD34+ FcgRII/IIIlow Slamf1+ Tie2+ Vcam1+ Sca-1− c-Kit+ Il7ra− Lin(CD4, CD8, B220, Ter119,Mac1, Gr1) −	BM	C57Bl/6	12	M	3	
7	sCMP	CD34+ FcgRII/IIIlow Slamf1− Tie2+ Vcam1+ Sca-1− c-Kit+ Il7ra− Lin(CD4, CD8, B220, Ter119,Mac1, Gr1) −	BM	C57Bl/6	12	M	3	
8	pGMPa	CD34+ FcgRII/IIIlow Slamf1− Tie2− Vcam1+ Sca-1− c-Kit+ Il7ra- Lin(CD4, CD8, B220, Ter119, Mac1, Gr1) −	BM	C57Bl/6	12	M	3	
9	pGMPb	CD34+ FcgRII/IIIlow Slamf1− Tie2− Vcam1− Sca-1− c-Kit+ Il7ra− Lin(CD4, CD8, B220, Ter119,Mac1, Gr1) −	BM	C57Bl/6	12	M	3	
10	MEP	CD34− FcgRII/III− Sca-1− c-Kit+ Il7ra− Lin(CD4, CD8, B220, Ter119, Mac1, Gr1) −	BM	C57Bl/6	12	M	3	
11	MkP	Slamf1+ CD41+ Sca-1− c-Kit+ Lin(CD4, CD8, B220, Ter119, Mac1, Gr1) −	BM	C57Bl/6	8∼12	M/F	3	[20]
12	preCFU-E	Slamf1+ CD105+ CD41− FcgRII/III- Sca-1− c-Kit+ Lin(CD4, CD8, B220, Ter119, Mac1, Gr1) −	BM	C57Bl/6	8∼12	M/F	3	[20]
13	GMP	CD34+ FcgRII/III+ Sca-1− c-Kit+ Il7ra− Lin(CD4, CD8, B220, Ter119, Mac1, Gr1) −	BM	C57Bl/6	12	M	3	[5]
14	Gra	Gr1+ Mac1+ CD105− Sca-1− c-Kit- Il7ra- Lin(CD4, CD8, B220, Ter119)−	BM	C57Bl/6	12	M	2	
15	Mono	Gr1− Mac1+ CD105+ Sca-1− c-Kit− Il7ra- Lin(CD4, CD8, B220, Ter119) −	BM	C57Bl/6	12	M	2	
16	CLP (ALP)	Lin (Mac1, Gr1, Ter119, CD3, CD19) − CD11c− B220− CD27+ ckitint Flk2+ IL7Ra+ Ly6d−	BM	C57Bl/6	8–12	M	3	[6]
17	BLP	Lin (Mac1, Gr1, Ter119, CD3, CD19) − CD11c− B220− CD27+ ckitint Flk2+ IL7Ra+ Ly6d+	BM	C57Bl/6	8–12	M	3	[6]
18	pre-pro-B	Lin (Mac1, Gr1, Ter119, CD3, CD19) − CD11c− B220+ CD27+ ckitint Flk2+ IL7Ra+ Ly6d+	BM	C57Bl/6	8–12	M	4	[6]
19	FrB2	Lin (Mac1 Gr1 Ter) − B220+ CD11c− CD19+ CD27− IgD− IgM− IL7Ra+6C3− CD43+	BM	C57Bl/6	9–12	M	2	
20	FrC	Lin (Mac1 Gr1 Ter) − B220+ CD11c− CD19+ CD27− IgD− IgM− IL7Ra+6C3+ CD43+	BM	C57Bl/6	9–12	M	2	
21	FrD	Lin (Mac1 Gr1 Ter) − B220+ CD11c− CD19+ CD27− IgD− IgM− IL7Ra− 6C3− CD43−	BM	C57Bl/6	9–12	M	2	
22	FrE	Lin (Mac1 Gr1 Ter) − B220+ CD11c− CD19+ CD27− IgD− IgM+ IL7Ra− 6C3− CD43−	BM	C57Bl/6	9–12	M	2	
23	T1	CD19+ IgMlo IgD− CD23− AA4.1+	Spleen	C57Bl/6	9–12	M	2	
24	T2	CD19+ IgMlo IgD− CD23+ AA4.1+	Spleen	C57Bl/6	9–12	M	2	
25	Mz B	CD19+ IgM+ CD21+ CD23lo AA4.1−	Spleen	C57Bl/6	9–12	M	2	
26	Fo B	CD19+ IgMlo IgD+ CD21lo CD23+ AA4.1−	Spleen	C57Bl/6	9–12	M	2	
27	iNK	DX5− CD122+ Mac1− CD19− NK1.1+ CD27+ CD11c− CD3− Ly6D−	BM	C57Bl/6	12	M	2	
28	mNK	DX5+ CD122+ Mac1+ CD19− NK1.1+ CD27+ CD3− Ly6D−	Spleen	C57Bl/6	12	M	2	
29	DN1	Mac-1− NK1.1− CD11c− gamma-delta- B220− CD4− CD8− cKit+ CD44+ CD25−	Thy	C57Bl/6	5	M/F	3	[5]
30	DN2	Mac-1− NK1.1− CD11c− gamma-delta- B220− CD4− CD8− cKit+ CD44+ CD25+	Thy	C57Bl/6	5	M/F	3	[5]
31	DN3a	Mac-1− NK1.1− CD11c− gamma-delta- B220− CD4− CD8− thy1.1+ CD3− CD44−CD25+ FSC-A lo CD27lo	Thy	C57Bl/6	5	M	3	[5]
32	DN3b	Mac-1− NK1.1− CD11c− gamma-delta- B220− CD4− CD8− thy1.1+ CD3− CD44− CD25+ FSC-A hi CD27hi	Thy	C57Bl/6	5	M	3	
33	DN4	Mac-1− NK1.1− CD11c− gamma-delta- B220− CD4− CD8− thy1.1+ CD3− CD44− CD25−	Thy	C57Bl/6	5	M	3	
34	DP CD69-	Mac-1− NK1.1− CD11c− gamma-delta- B220−CD4+CD8+CD69−	Thy	C57Bl/6	5	M	3	
35	DP CD69+	Mac-1− NK1.1− CD11c− gamma-delta- B220−CD4+CD8+CD69+	Thy	C57Bl/6	5	M	3	
36	CD4SP CD69+	Mac-1− NK1.1− CD11c− gamma-delta- B220−CD4+CD8−CD3+CD69+	Thy	C57Bl/6	5	M	3	
37	CD4SP CD69−	Mac-1− NK1.1− CD11c− gamma-delta- B220−CD4+CD8−CD3+CD69−	Thy	C57Bl/6	5	M	3	
38	CD8SP CD69+	Mac-1− NK1.1− CD11c− gamma-delta- B220−CD4−CD8+CD3+CD69+	Thy	C57Bl/6	5	M	3	
39	CD8SP CD69−	Mac-1− NK1.1− CD11c− gamma-delta- B220−CD4−CD8+CD3+CD69−	Thy	C57Bl/6	5	M	3	

BM: bone marrow; Thy: thymus.

If a microarray platform has multiple probesets for a particular gene, the Gene Expression Commons sorts the results based on the dynamic range of each probeset. To eliminate potential outliers, the highest 0.5% and lowest 0.5% of data points are ignored in this dynamic-range calculation. Probesets are sorted from greatest to least dynamic range, since the probeset with the largest dynamic range is likely to be the most informative. However, a probeset that has wide and single-modal distribution could be probeset with greater noise.

For each probeset, the Gene Expression Commons displays not only the dynamic range, but also the threshold value, which distinguishes high from low expression. This enables searches based upon particular expression patterns. For instance, genes expressed only in the B-cell development pathway can be searched by a few clicks (Figure 2B, path b). 

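Some B cell genes, among them Fcrla, Cd22, Fcmr, Cd79a and Cd79b, were higher in each of the 8 B lineage populations from FrB2 on (FrB2, FrC, FrD, FrE, T1, T2, Mz B and Fo B) than in any other population. Fcrla, an Fc receptor-like protein of B cells, had the widest margin. Its lowest B lineage mean was 10.26 ± 0.36 (SD, n = 2, Mz B) and its highest mean elsewhere was 5.63 ± 0.28 (SD, n = 4, pre-pro-B), a margin of 4.63 on the log2 scale (adjusted p = 3.18e-33). These values are of a probeset other than the one with the largest dynamic range. The latter had a margin of 4.24 between FrB2 (11.38 ± 0.12, SD, n = 2) and BLP (7.14 ± 0.57, SD, n = 3). Cd22, an inhibitory lectin of B cells, had a margin of 3.01 between FrB2 (10.60 ± 0.13, SD, n = 2) and pre-pro-B (7.59 ± 0.31, SD, n = 4; adjusted p = 2.08e-21). Fcmr, the IgM Fc receptor, shown as Faim3 in Fig. 2B, had a margin of 2.13 between FrC (7.26 ± 0.35, SD, n = 2) and MEP (5.13 ± 0.21, SD, n = 3; adjusted p = 1.07e-12). In all, 18 probesets met the pattern. The signalling chains Cd79a and Cd79b had margins of 1.91 (adjusted p = 5.83e-07) and 1.82 (adjusted p = 8.10e-05). The transcription factor Spib had a margin of 1.81 (adjusted p = 0.00190), and Srpk3, Siglecg, Dennd5b and Ms4a1 (CD20) had margins of 1.68, 1.63, 1.60 and 1.30. Of 15 genes of B lineage identity, 6 met the pattern, 9 did not, and 8 met it when adjusted over the list alone. Among those that did not, Ebf1 and Blnk, a transcription factor and an adaptor that act early in the B lineage, had margins of -0.19 and -0.48 against pre-pro-B and BLP. The margin of Pax5 was 0.16 against pre-pro-B. Of 12 measured genes of the search result in Fig. 2B, 5 met the pattern, 7 did not, and 6 met it when adjusted over the list alone. That list was chosen on these samples, so its count is not independent evidence. Ms4a1 and Srpk3 met the pattern only at a probeset other than the one with the largest dynamic range. The pattern required the lowest of these 8 means to be at least 1 above the highest of the other 29, with the largest limma p over all pairs of such populations adjusted over probesets. Some calls rested on 1 array. Without FrC replicate 1 the adjusted p was 0.327 for Cd79b, 0.375 for Spib and 0.145 for Ms4a1, and without FrC replicate 2 it was 0.0726 for Cd79a. Without FrB2 replicate 1 the margin of Ms4a1 was 0.87, and without Mz B replicate 2 the margin of a second Dennd5b probeset was 0.70.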

A list of genes with an expression pattern matching the inquiry is displayed, and the user can then investigate the detailed gene expression profile with one more click (Figure 2B, path c).

Using this powerful feature, Expression Pattern Search, we can profile the kinetics of gene expression within the model. For instance, genes expressed at a high level in all of the populations in the Mouse Hematopoiesis model can be searched by one click. 

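Probesets of some genes of protein synthesis and of the cytoskeleton, among them Eef1a1, Actg1 and Rpl4, were above a common threshold in every population. The translation factor Eef1a1 had its lowest population mean at 13.17 ± 0.09 (SD, n = 2) on the log2 scale, in Gra. The lowest means of Tpt1, a growth-related protein, and of the cytoplasmic actin Actg1 were 13.14 ± 0.09 (SD, n = 3) and 12.42 ± 0.12 (SD, n = 3), in MEP. The ribosomal protein gene Rpl4 was at 12.81 ± 0.02 (SD, n = 2) or above, and Rplp0 at 12.51 or above, both lowest in Gra. Most genes of other tissues were below it in every population, with highest population means of 4.94 for Alb, the plasma protein made by liver, and 4.00 for Nanog, a factor of pluripotent cells, but Ins2, Ckm and Tnnt2 were not. Of 15 measured housekeeping genes, 10 were above the threshold in all populations. The other 5 were Actb, Sdha, Ywhaz, Rps3 and Pabpc1, at the probeset with the largest dynamic range. The lowest mean of Actb was 6.08 ± 0.20 (SD, n = 2), in mNK. Of 25 measured genes of other tissues, 22 were below the threshold in all populations. The 3 exceptions reached 6.92 (Ins2 in Gra), 7.64 (Ckm in mNK) and 7.47 (Tnnt2 in FrC). The threshold was 6.85, midway between the levels of a step function fitted to all population means of all probesets. By this measure 7862 probesets (17.5%) were high in all 37 populations, 22017 (48.9%) were low in all, and 15158 (33.7%) were high in some and low in others. From 14099 (MEP) to 15436 (DN3a) probesets were above the threshold in a population. The paper states that probesets differ in hybridization efficiency, so a level above or below 1 threshold for all of them is not a level of expression that can be compared between genes. These counts have no test. They move with the cutoff, since fixed cutoffs of 4, 6 and 8 gave 32978, 11863 and 4147 probesets high in all populations, and a cutoff of 4 gave 3012 low in all.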

In the Mouse Hematopoiesis model, 1722 probesets are always high, and 11,569 probesets are consistently low. Other genes dynamically change expression among the populations (Figure 3A, left). This type of profiling cannot be achieved by conventional relative comparisons of small numbers of samples.

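From HSC to MPPa (n = 4 and 3), most cell cycle genes rose and some genes that mark the stem cell fell. The mitotic kinase gene Aurkb rose by 4.60 on the log2 scale (SE 0.27, adjusted p = 2.88e-22) and Rrm2, a subunit of ribonucleotide reductase, by 4.52 (SE 0.26). Procr, a surface receptor of stem cells, fell by 3.38 (SE 0.24), and Hlf, Mllt3, Fgd5 and Vwf also fell. Of 19 cell cycle genes, 13 rose, 0 fell and 6 did not pass (13 rose when adjusted over the list alone). Of 14 HSC regulators, 5 fell, 0 rose and 9 did not pass (5 fell when adjusted over the list alone). Of 5 primary granule genes, 4 rose, 0 fell and 1 did not pass (4 rose when adjusted over the list alone), with Ctsg, a neutrophil protease, rising by 3.13 (SE 0.49). Some B cell genes and 6 of 10 immediate early genes fell at the same step. Ighm fell by 5.07 from a mean of 10.90 ± 3.10 (SD, n = 4) in HSC. Of 15 B lineage identity genes, 4 fell, 0 rose and 11 did not pass (4 fell when adjusted over the list alone). Of 10 immediate early genes, which respond within minutes to stimulation or handling, 6 fell, 0 rose and 4 did not pass (6 fell when adjusted over the list alone). Pfn1, an actin-binding protein, rose by 4.87 (SE 0.37, adjusted p = 9.15e-18). The nuclear RNA Malat1 fell by 4.44, and Ncl, a nucleolar protein, fell by 4.40. The 3' minus 5' difference of the Gapdh control probesets was 0.76 higher in MPPa, and that of Actb was 0.22 higher. From pMEP to MEP (n = 3 and 3), most erythroid genes rose and most megakaryocyte genes fell. Rhag and Slc4a1, membrane proteins of red cells, rose by 4.72 (SE 0.32) and 4.14 (SE 0.26), and the transcription factor Gata1 by 1.62 (SE 0.32). The platelet genes Gp1bb and Pf4 fell, by log2 changes of -5.17 (SE 0.24) and -4.41 (SE 0.46). Of 12 erythroid genes, 9 rose, 0 fell and 3 did not pass (9 rose when adjusted over the list alone). Of 9 megakaryocyte genes, 6 fell, 0 rose and 3 did not pass (6 fell when adjusted over the list alone). Of 14 HSC regulators, 10 fell, 1 rose (Gfi1b, by 2.31) and 3 did not pass (10 fell and 1 rose when adjusted over the list alone). Of 13 late granule and neutrophil genes, 7 rose, 1 fell (Il1b) and 5 did not pass (7 rose and 1 fell when adjusted over the list alone), with Ngp rising by 5.30. Without pMEP replicate 2 the change of Il1b was -0.97, below the size counted. Cell cycle genes moved as well, with 8 of 19 rising, 1 falling and 10 not passing. Among 15 B lineage identity genes, 4 rose, 2 fell and 9 did not pass. Both sets of counts were the same when adjusted over each list alone. The Actb 3' minus 5' difference fell by 2.45 between these populations. From GMP to Gra (n = 3 and 2), late granule genes replaced primary granule genes. Mmp9, the gelatinase of neutrophil granules, rose by 9.03 (SE 0.30, adjusted p = 3.96e-38), and Ctsg fell by 7.15 (SE 0.59). All 13 late granule and neutrophil genes rose, all 5 primary granule genes fell, and the counts were 13 and 5 when adjusted over each list alone. Of 19 cell cycle genes, 14 fell, 0 rose and 5 did not pass (14 fell when adjusted over the list alone). Of 15 housekeeping genes, 8 fell, 0 rose and 7 did not pass (8 fell when adjusted over the list alone). Of 12 erythroid genes, 3 rose, 1 fell and 8 did not pass, and of 9 megakaryocyte genes, 3 rose, 0 fell and 6 did not pass, with the same counts when adjusted over each list alone. From GMP to Mono (n = 3 and 2), Ccr2, a chemokine receptor of monocytes, rose by 3.62 (SE 0.30) and the lectin gene Clec4a3 by 7.00. Of 13 monocyte and macrophage genes, 8 rose, 1 fell (Vcam1, which fell by 4.30) and 4 did not pass (8 rose and 1 fell when adjusted over the list alone). Of 13 late granule and neutrophil genes, 3 rose, 0 fell and 10 did not pass (3 rose when adjusted over the list alone). All 5 primary granule genes fell (5 when adjusted over the list alone), but 3 did without GMP replicate 1 and 2 without Mono replicate 2. Of 15 housekeeping genes, 5 fell, 0 rose and 10 did not pass (5 fell when adjusted over the list alone).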

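From pre-pro-B to FrB2 (n = 4 and 2), some B lineage identity genes rose. Fcrla rose by 4.74 (SE 0.31) and Spib by 3.32 (SE 0.32) on the log2 scale. Of 15 B lineage identity genes, 8 rose, 0 fell and 7 did not pass (8 rose when adjusted over the list alone). Of 7 genes of the pre-B cell receptor and V(D)J recombination, 2 rose, 0 fell and 5 did not pass (2 rose when adjusted over the list alone). They were Igll1 (1.52) and Vpreb3 (2.00). Of 19 cell cycle genes, 11 rose, 0 fell and 8 did not pass (11 rose when adjusted over the list alone). Of 7 dendritic cell genes, 3 fell (Flt3, Siglech and Itgax), 0 rose and 4 did not pass (3 fell when adjusted over the list alone). Falls were also seen for 3 of 13 monocyte and macrophage genes, 2 of 14 NK cell genes and 2 of 5 primary granule genes (0 rose). Among 13 T lineage identity genes 3 fell and 1 rose. Among 10 immediate early genes 3 fell and 0 rose (4 fell when adjusted over the list alone). The Actb 3' minus 5' difference fell by 2.21 at this step. From FrC to FrD (n = 2 and 2), all 19 cell cycle genes fell (19 when adjusted over the list alone), among them the checkpoint kinase gene Bub1, which fell by 3.73 (SE 0.38). Ms4a1 rose by 5.17 (SE 0.32), and Iglv1, a light chain variable segment, by 6.92 (SE 0.28). Igll1, part of the surrogate light chain, fell by 4.42 (SE 0.37). Of 15 B lineage identity genes, 10 rose, 0 fell and 5 did not pass (10 rose when adjusted over the list alone), and 5 rose without FrC replicate 2. Of 10 immediate early genes, 5 rose, 0 fell and 5 did not pass (5 rose when adjusted over the list alone), and 2 rose without FrC replicate 1, FrC replicate 2 or FrD replicate 2 in turn. From T2 to Mz B (n = 2 and 2), Cd93, the AA4.1 antigen of immature B cells, fell by 4.32 (SE 0.31), the ion pump subunit gene Atp1b1 fell by 4.90, and the receptor gene Tlr3 and the transporter gene Abcb1a each rose by 4.20. From iNK to mNK (n = 2 and 2), some genes of NK cell function rose. Table 3 gives iNK from bone marrow and mNK from spleen, so organ and maturation are not separated at this step. The granzyme gene Gzma rose by 3.21 (SE 0.38), the receptor gene Klrg1 by 2.13 (SE 0.26) and S1pr5, a receptor for exit from tissues, by 4.12 (SE 0.22). Of 14 NK cell genes, 5 rose, 0 fell and 9 did not pass (5 rose and 1 fell when adjusted over the list alone). Of 19 cell cycle genes, 8 rose, 0 fell and 11 did not pass (11 rose when adjusted over the list alone). That count rested on single arrays, with 2 rising without iNK replicate 1, 5 without iNK replicate 2, 2 without mNK replicate 1 and 4 without mNK replicate 2. Genes of other cell types moved as well. Of 13 late granule and neutrophil genes, 3 rose, 1 fell (Mmp9) and 9 did not pass (3 rose and 1 fell when adjusted over the list alone), and of 13 monocyte and macrophage genes, 1 fell (Fcgr1), 0 rose and 12 did not pass (4 fell when adjusted over the list alone). Of 13 T lineage identity genes, 3 fell, 0 rose and 10 did not pass (3 fell when adjusted over the list alone). Without iNK replicate 1 the adjusted p was 0.850 for Ltf, 0.820 for Ngp and 0.0781 for Bcl11b, and without iNK replicate 2 it was 0.653 for Fcgr1. The neutrophil gene S100a8 was at 6.49 and 9.78 in the iNK arrays and the macrophage gene C1qb at 7.14 and 9.55. From DN2 to DN3a (n = 3 and 3), some T cell receptor components rose and some immediate early genes fell. Ptcra, the pre-T cell receptor alpha chain, rose by 5.79 (SE 0.27, adjusted p = 5.50e-29) and Cd3d by 5.25 (SE 0.24), while Cd34 fell by 5.43 (SE 0.35). Of 13 T lineage identity genes, 10 rose, 0 fell and 3 did not pass (10 rose when adjusted over the list alone). Of 19 cell cycle genes, 12 fell, 0 rose and 7 did not pass (12 fell when adjusted over the list alone). Of 10 immediate early genes, 7 fell, 0 rose and 3 did not pass (7 fell when adjusted over the list alone), a count that was 4 without DN2 replicate 3. Of 4 sex-linked genes, 2 rose, 1 fell and 1 did not pass (2 rose and 1 fell when adjusted over the list alone). Without DN2 replicate 2 the adjusted p was 0.209 for Kdm5d, 0.495 for Uty and 0.139 for Xist. At the next step, to DN3b (n = 3), 15 of the 19 cell cycle genes rose, 0 fell and 4 did not pass (15 rose when adjusted over the list alone). Table 3 gates DN3a as low and DN3b as high in FSC-A, a measure of cell size. This rise is therefore not independent of the sort. The Actb 3' minus 5' difference fell by 1.54 there, and DN3a arrays are re-analysed while DN3b arrays are not. From DP CD69- to DP CD69+ (n = 3 and 3), 17 of the 19 fell, 0 rose and 2 did not pass (17 fell when adjusted over the list alone). Rrm2 fell by 4.35 (SE 0.28), and Gimap4, a GTPase of maturing T cells, rose by 6.16 (SE 0.38). Between CD8SP CD69- and CD4SP CD69- (n = 3 and 3), Cd4 was 3.90 higher in CD4SP (SE 0.19), Cd8a fell by 5.82 (SE 0.22) and Nkg7, a granule protein of cytotoxic cells, fell by 4.44 (SE 0.30). Of the 19 cell cycle genes, 12 were lower in CD4SP, 0 were higher and 7 did not pass (13 were lower when adjusted over the list alone), and 8 were lower without CD4SP CD69- replicate 2. Of 14 NK cell genes, 6 were lower, 1 was higher (Tbx21) and 7 did not pass (6 and 1 when adjusted over the list alone).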

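Change was uneven along the differentiation pathways of Fig. 2B. At a difference of at least 1, the pair with the most changed probesets was GMP to Gra, with 10719. This order depends on the size required, since any difference past the test gave 15324 there and 18856 from pMEP to MEP. The proliferating B cell fractions FrB2 and FrC differed by 19. The median over the 39 neighbouring pairs was 1251 probesets, 8 pairs had fewer than 200 and 9 had more than 5000. Among these 9, GMP to Gra, pGMPb to GMP, CLP to iNK, GMLPb to CLP and GMP to Mono join re-analysed to other arrays. The pairs pMEP to MEP, HSC to MPPa, DN2 to DN3a and pre-pro-B to FrB2 do not. CLP to BLP and DN3a to DN3b, which also do, had 239 and 3522. Array origin and biology are not separated in such pairs. Over all pairs, 23746 probesets changed at least once, 4890 of them in 1 pair only, and 21291 changed in none. Each pair was tested with limma, two-sided, adjusted over all probesets within the pair. The count from FrB2 to FrC was 3 without FrB2 replicate 1 or FrC replicate 2, 33 without FrB2 replicate 2 and 36 without FrC replicate 1. Some pairs with many changed probesets also join populations with different 3' minus 5' differences. That of Actb was -2.75 for GMP minus pGMPb and -1.50 for CLP minus GMLPb, where 6647 and 6189 probesets changed.

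**Figure D2:**
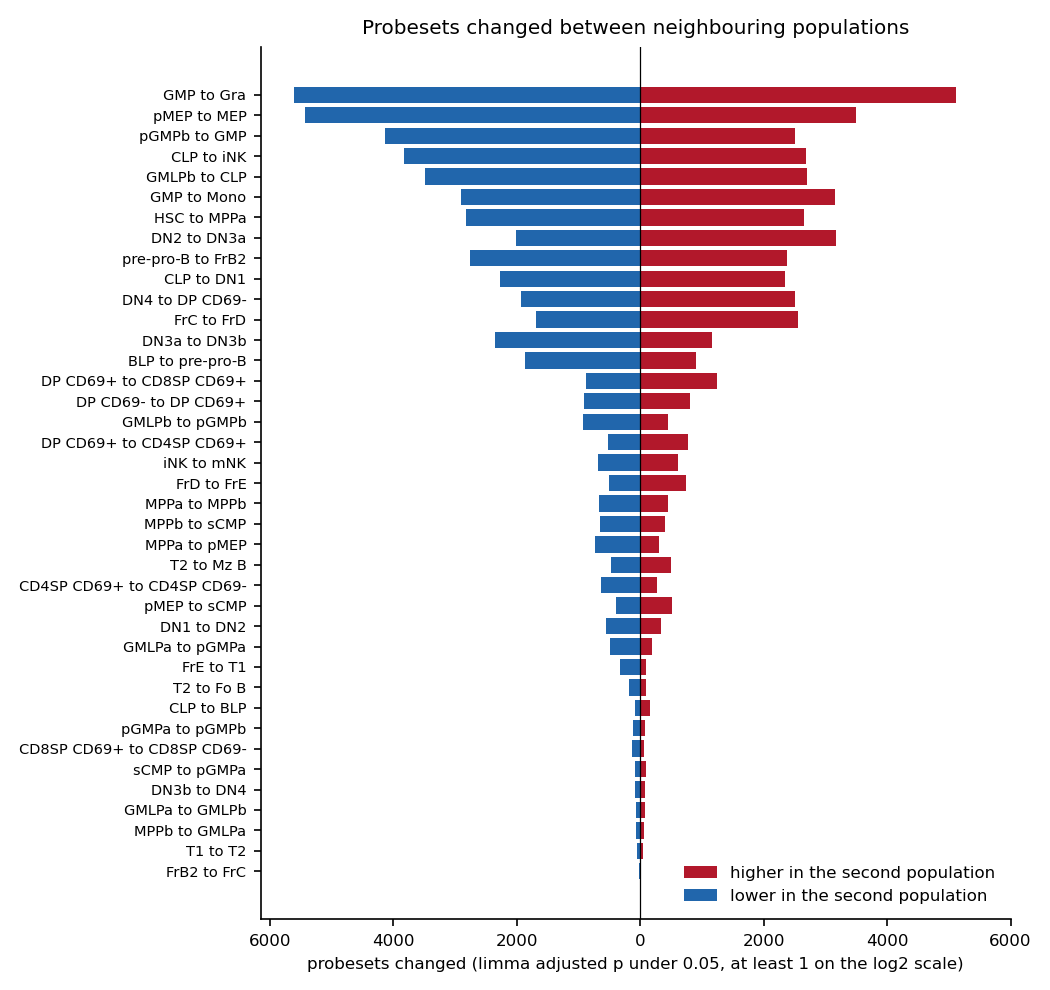
Probesets higher (red, to the right) and lower (blue, to the left) in the second population of each of the 39 neighbouring pairs (y axis); the x axis counts probesets. Counts run from 19 for FrB2 to FrC to 10719 for GMP to Gra.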

**Figure 3:**
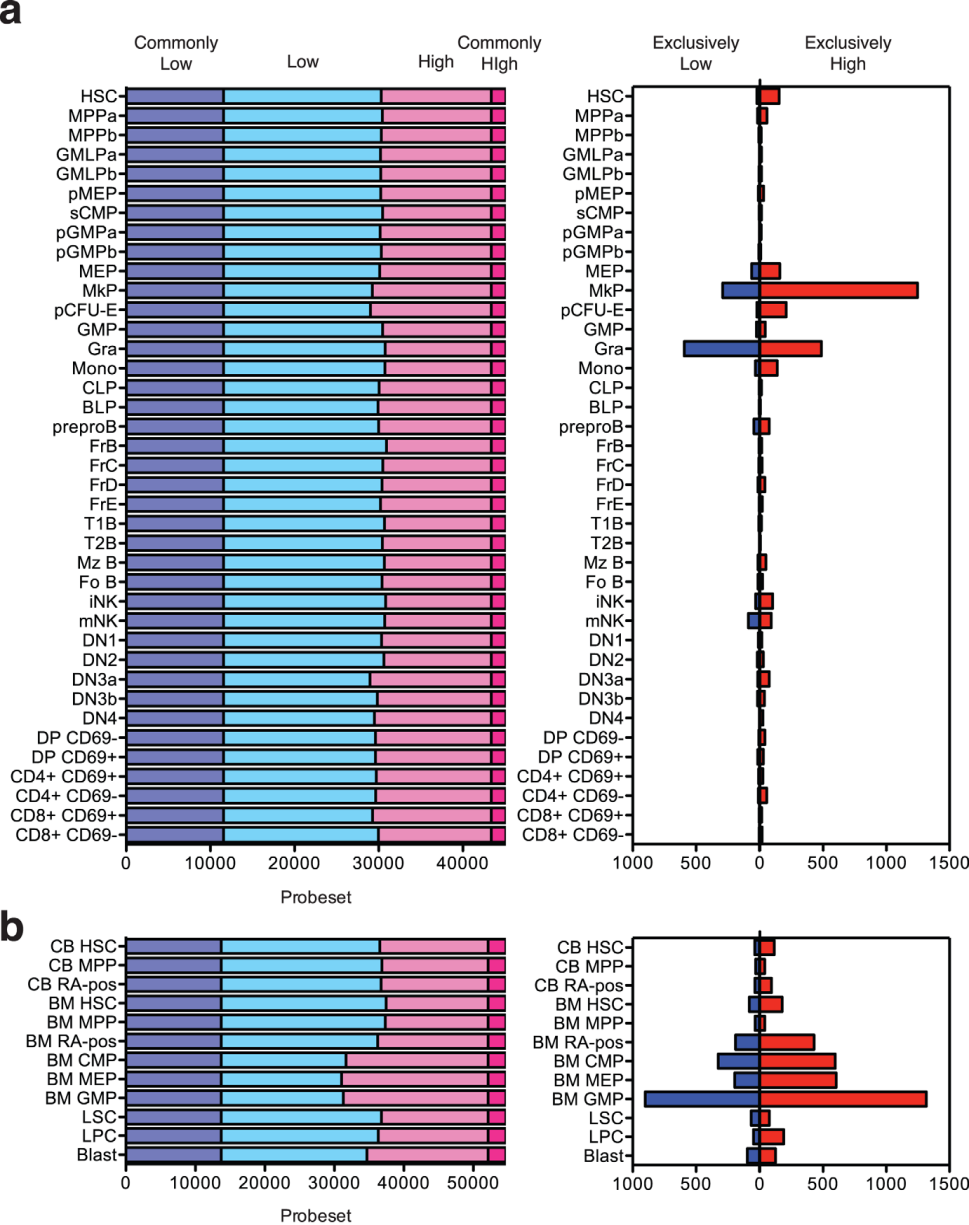
Gene expression pattern profiling of mouse and human hematopoiesis. Number of genes expressed at very low levels (dark blue), low levels (light blue), high levels (light red) and very high levels (dark red) in either the Mouse Hematopoiesis Model (A, left) or Human Hematooiesis Model (B, left). Number of genes expressed at high (red) and low (blue) levels in a specific population in Mouse Hematopoiesis Model (A, right) and Human Hematopoiesis Model (B, right). A list of genes matching each criterion can be obtained with a few clicks on Gene Expression Commons (https://gexc.stanford.edu/).

Furthermore, genes highly expressed in a specific population can be identified (Figure 3A, right). 

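Granulocytes, MEP, HSC and monocytes had the most genes that were higher than in any other population. In Gra, Olfm4, a granule glycoprotein of neutrophils, was at 12.09 ± 0.31 (SD, n = 2) on the log2 scale against 4.32 ± 1.07 (SD, n = 2) in the next population, mNK (margin 7.77, adjusted p = 2.15e-38). Chil1 and Lrg1 followed with margins of 7.65 and 7.45. In MEP, the amino acid transporter gene Slc38a5 was at 12.04 ± 0.06 (SD, n = 3) against 5.94 ± 0.70 (SD, n = 3) in pGMPb (margin 6.10, adjusted p = 6.56e-26), and Sphk1 and Cldn13 had margins of 5.14 and 5.12. In HSC, the non-coding RNA Meg3 was at 10.74 ± 0.25 (SD, n = 4) against 8.28 ± 1.00 (SD, n = 3) in MPPa (margin 2.46), and Akr1c19 had a margin of 2.42. In Mono, Clec4a3, the matrix proteoglycan gene Vcan and the fibronectin gene Fn1 had margins of 6.29, 5.68 and 5.33. Gra had 691 such probesets, with 433 named genes. Of 13 late granule and neutrophil genes, 11 were among them. MEP had 210 probesets, with 5 of 12 erythroid genes (Gata1, Epor, Ermap, Aqp1 and Rhag). HSC had 0.373% of the probesets tested (119 named genes). Of 14 HSC regulators, Hlf, Procr and Fgd5 were highest in HSC and Gfi1b in MEP. Mono had 161 probesets, with 5 of 13 monocyte and macrophage genes (Emr1, Cd68, Ccr2, Fcgr1 and Cx3cr1). DN3a had 69, with Vwce, Rnf182 and Slc5a9 at margins of 2.83, 2.68 and 2.61, and Ptcra as 1 of 13 T lineage identity genes. mNK had 49, among them Khdc1b (margin 4.09) and 3 of 14 NK cell genes (Gzmb, Prf1 and Klrg1). Of the megakaryocyte genes, Gp1bb was highest in pMEP and Clec1b in Gra. None of the B lineage identity genes was called in a single population. The mean of a population had to exceed that of each of the 36 others by at least 1, with the largest of the 36 limma p-values adjusted over all probesets and populations. MkP and preCFU-E were not among these populations, so the calls in MEP and pMEP were not set against them. The counts of some populations with 2 arrays rested on single arrays. iNK had 57 probesets (99 without iNK replicate 1, 35 without iNK replicate 2), Mz B had 51 (31 without Mz B replicate 2) and FrD had 45 (27 without FrD replicate 1). DP CD69- had 47 (28 without DP CD69+ replicate 3). In HSC, the margin of 2.59 for Fscn1, an actin-bundling protein, fell to 1.77 with an adjusted p of 1 without iNK replicate 1. The Actb 3' minus 5' difference was 0.55 ± 0.04 (SD, n = 2) in Gra, 1.12 ± 0.30 (SD, n = 2) in Mono and 1.48 ± 0.08 (SD, n = 3) in MEP.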

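Most populations had few genes that set them apart from all others, and low expression in a single population was mostly a feature of granulocytes. In Gra, the mitochondrial carrier gene Slc25a4 was at 4.77 ± 0.66 (SD, n = 2) on the log2 scale against 10.65 ± 0.11 (SD, n = 3) in CD4SP CD69-, the next lowest population (5.88 lower). Tmem109 and Hadh, an enzyme of fatty acid oxidation, were 4.93 and 4.70 lower in Gra. In MEP, Lpgat1, Sptbn1 and Mical1 were 4.25, 3.49 and 3.45 below the next population. In Fo B, the proliferation gene Mki67, Cdca5 and Ccnb2 were 2.82, 2.69 and 2.54 below. In DP CD69-, the class I histocompatibility gene H2-K1 was 1.75 below. Across the 37 populations, 1662 probesets (3.69% of those tested, 1118 named genes) were high in 1 population and 994 (2.21%, 705 named genes) were low in 1 population. The median population had 5 high and 0 low. Fewer than 20 high probesets were found in 26 populations, none in 8, and 24 populations had no low probeset. Of the low probesets, 765 were low in Gra. That count was 203 at a difference of at least 2, and 86 with a step threshold fitted for each probeset. The total numbers of high and low probesets also fell under both. In MEP, 0.353% of the probesets tested were low. Of 19 cell cycle genes, 8 were low in 1 population, among them Mki67 and Ccnb2 in Fo B, and of 15 housekeeping genes 3 were low in Gra (Rpl13a, Rps3 and Rps6). Of 25 genes of other tissues, 3 were high in 1 population (Ttr in iNK, Myh6 in HSC and Umod in FrD). Their means there were only 6.37, 6.11 and 5.51, below the common threshold used for probesets high or low in all populations. High in 1 population therefore means higher than in each other population, and no minimum level was required. With a filter on dim probesets, 1471 probesets were high and 1027 were low in 1 population. Fo B had 20 low probesets, a count that was 7 without Fo B replicate 1, 12 without Fo B replicate 2, 13 without Mz B replicate 2, 12 without T2 replicate 1 and 11 without T2 replicate 2. Mono had 12 low probesets and 7 without Mono replicate 2. The tests were limma contrasts against each of the 36 other populations.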

Interestingly, very few genes specific for a particular hematopoietic population (either high or low) are detected in the Mouse Hematopoiesis model. This result suggests that gene expression programs change gradually throughout hematopoietic differentiation. 

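Populations that lie close together on the differentiation pathways had similar expression, and the distance between them grew over the first steps but was not largest at the most distant pairs. Pairs of populations 1 step apart had a mean distance (1 minus Pearson's r of population means) of 0.0292 ± 0.0278 (SD, 39 pairs). The mean was 0.0485 at 2 steps (49 pairs), 0.0903 at 5 steps (58 pairs) and 0.115 at 13 steps (33 pairs). It was 0.0740 at 18 steps (4 pairs). The closest neighbours were FrB2 and FrC (0.00493) and the farthest were GMP and Gra (0.139). Replicate arrays of a population, which are single arrays and not means, were 0.0173 ± 0.00995 apart (SD, 93 pairs). Over all 666 pairs of populations, distance and steps apart were related, with Spearman's rho 0.555 and Pearson's r 0.480 (two-sided permutation test with 100000 permutations of the population names, p = 1e-05 for both, the smallest it can give). Without Mz B and Fo B, the populations with the most extreme mean number of steps, rho was 0.553 and r was 0.477. Within HSC and the 8 progenitors from MPPa to pGMPb, which share high 3' minus 5' differences, rho was 0.678 and r was 0.648 over 36 pairs (permutation p = 2.00e-05 for both). Within the other 28 populations they were 0.574 and 0.477 over 378 pairs (permutation p = 1e-05 for both). The adjusted p was 1.33e-05 or 2.00e-05 over these 8 relations. Without the re-analysed populations Spearman's coefficient was 0.467 (496 pairs), and it was 0.816 over the most variable probesets. From the small number of genes specific for a population, the paper proposes that expression programs shift gradually during differentiation.

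**Figure D3:**
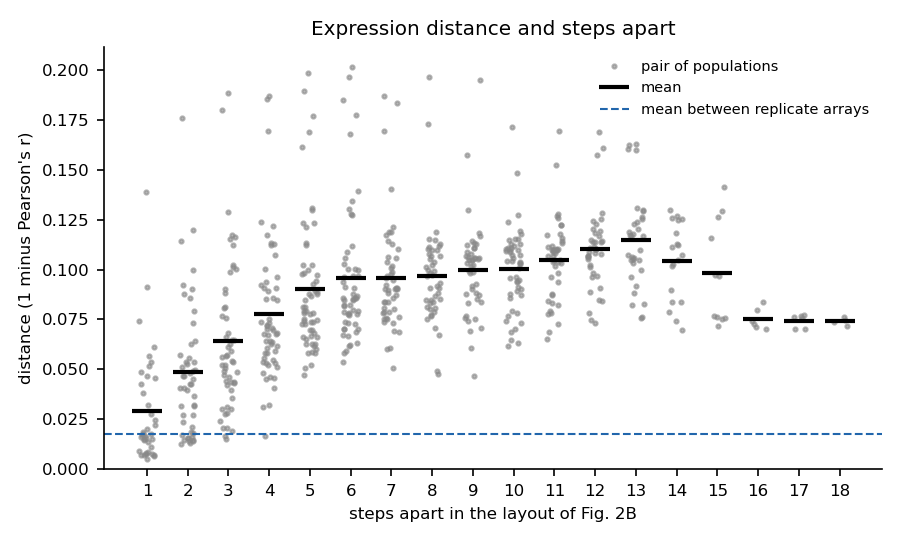
Distance between population means (1 minus Pearson's r across probesets, y axis) against the number of steps between the populations in the layout of Fig. 2B (x axis). Grey points are the 666 pairs, black lines are means at each number of steps, and the dashed line is the mean between replicate arrays (0.0173). Means rise from 0.0292 at 1 step to 0.115 at 13 steps.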

Lists of genes and further details can be obtained at Gene Expression Commons (https://gexc.stanford.edu/).

Gene expression microarray data of publicly available human hematopoietic populations [7], [8] are also available in the Gene Expression Commons. This Human Hematopoiesis model contains HSC, MPP, and RA-positive progenitor population from cord blood; HSC, MPP, RA-positive progenitor population, CMP, MEP, and GMP from healthy adult bone marrow; and LSC, LPC, and Blast populations from AML patients.

### Gene Expression Commons as an Open Platform

Gene Expression Commons is not only a search engine for existing gene expression data, but also a universal open platform to profile absolute gene expression of any microarray data. Users can submit gene expression microarray data files of their own, or published microarray data downloaded from public repositories e.g. GEO. Users can also design their own models by combining “Populations” to represent biological context of interest. Users can control the privacy level of submitted data and models, and share private models using group function provided by web platform. Through this workflow, users can find key genes and expression patterns by absolute gene expression profiling to identify candidates relevant to their biological question of interest. Once a project is published, the population and model used will be publicly available at the Gene Expression Commons.

## Discussion

We described a strategy for absolute gene expression profiling based on meta-analysis of large-scale microarray data, and introduced the Gene Expression Commons system as a comprehensive discovery platform. The common reference and probeset meta database provide significant advantages over conventional relative gene profiling. For each microarray, gene expression can be measured relative to the common reference that provides absolute gene expression values for comparison between many microarray experiments.

The concept of using a common reference to normalize large amounts of Affymetrix data was first proposed and developed by Katz et al. [9] in 2006. Katz et al. used 1,614 diverse biological samples comprised of 251 tissue and pathological categories as the common reference. In 2007, Day et al., described the Celsius system in which by a selected ‘quantification pool’ of 50 heterogeneous mixture of samples is held constant for all quantification events [10]. However, as we shown by computational simulation in Figure 1b, this size of data pool is not large enough to establish stable common reference. In our system we used almost all of the publicly available gene expression data (>10,000 arrays) to enhance the stability of the common reference. However, the drawback of this large-scale common reference strategy is the computational cost of the normalization process. Each time a new microarray is submitted, the data is re-normalized against all of the microarrays in large-scale common reference, which takes several hours on a dedicated server. Recently, McCall et al. expanded the work of Katz et al. and develop a new strategy called frozen RMA (fRMA) [11]. fRMA first computes probe-specific parameters required for normalization from large-scale publicly available microarray data, then normalizes each additional microarray using those pre-computed values. Therefore, the fRMA method has a significant potential to improve the processing speed of normalization in Gene Expression Commons.

Oncomine is a database of cancer microarrays and provides a platform for differential expression analyses comparing most major types of cancer with respective normal tissues as well as a variety of cancer subtypes [12]. In databases like Oncomine, Flymine [13], Ingenuity, EMAAS [14], MiMiR [15] and many others around the world, microarray data can be imported, queried and visualized for a selected gene across all analyses or for multiple genes in a selected analysis. However, none of these databases provide an analysis platform for absolute gene expression profiling. In 2007, Zilliox et at introduced a method to compute thresholds that distinguish expressed from unexpressed genes, as part of a system to define tissue-specific ‘gene expression bar codes’, using 1092 manually curated human samples and 236 mouse samples [16]. They added a web interface in 2011 to obtain a bar code for a particular sample uploaded by user (http://rafalab.jhsph.edu/barcode/index.php) [17]. In this method, the authors used the smallest mode, defined as local maximum of the estimated density distribution, and standard deviation estimated from expression estimates to the left side of the smallest mode. By contrast, Gene Expression Commons uses random samples from a large pool of microarray data as common reference, and sets a threshold to divide the expression of each gene into “low” and “high” values (instead of “present” and “absent”). This threshold is computed by sorting the expression values from low to high, then using the StepMiner algorithm to fit a step function to the data. Low and high values may be more appropriate for finding signature genes that differentiate cell types, since genes are often expressed at a low level in many cell types, but at dramatically higher levels in a small number of cell types of interest. We would encourage investigators to experiment with web interfaces for both systems to find out which method is most appropriate for their purposes.

Since hematopoiesis has been one of the most studied tissue stem cell based systems, numerous efforts have been invested in microarray analysis of hematopoietic cells, especially hematopoietic stem cells (Table 4). However, each study used a different protocol for the purification of HSCs, and used different cell populations as the counterpart to obtain ‘differentially regulated genes’. Thus each result is project-specific and is difficult to generalize.

**Table 4:** Microarray gene expression profilings tageting HSC based on relative comparison.

Year	Group	Platform	HSC	Compared to	# of probes	# of genes	Ref
2002	Hood	House made	Rhlow KLS	Rhhigh KLS		5000	[21]
2002	Lemischka	Affymetrix MU-U74-2 A∼C	Rhlow KLS	Variou type of cells	36000	6000+18000 EST	[22]
2003	Akashi	Affymetrix MU-U74-2 A∼C	Thy1.1low Rhlow KLS	MPP, CMP, CLP	36000	6000+18000 EST	[23]
2003	Weissman	Clontech Atlas Mouse cDNA array	Thy1.1low KLS	CMP, CLP, GMP, MEP, ProT, ProB		1200	[24]
2005	Weissman	Stanford Microarray Facility 42 kmouse cDNA array	Thy1.1low Flk2− KLS	Thy1.1low Flk2+ KLS, Thy1.1−Flk2+ KLS	42000		[25]
2005	Weissman	Affymetrix Mouse 430 2.0	CD34− Flk2− KLS (young)	CD34− Flk2− KLS (old)	45000	34000	[26]
2006	Goodell	Affymetrix Mouse U74A	SP Sca1+ Gr1−	CD8+ T cell	45000	34000	[27]
2007	Goodell	Affymetrix Mouse 430 2.0	SP KLS	Erythrocyte, Granulocyte,Native T cell, Activated T cell,Activated B cell, Monocyte,NK cell	45000	34000	[28]

KLS: c-Kit+ Lin− Sca-1+; MPP: multipotent progenitor; CMP: common myeloid progenitor; CLP: common lymphoid progenitor; GMP: granulocyte/macrophage progenitor; MEP: megakaryocyte/erythrocyte progenitor; Pro T: progenitor T cell, Pro B: progenitor B cell.

Recently, more comprehensive approaches to profile gene expression of hematopoietic systems have been introduced. BloodExpress collected published microarray data of 37 distinct mouse hematopoietic populations *ex vivo* or after culture, as conducted by 15 different projects/laboratories [18]. BloodExpress processed each microarray data by the MAS5 method which does not consider differences in the dynamic ranges of probesets, and each gene was classified into binary Present or Absent states. In terms of data processing strategy, BloodExpress’ binarization by MAS5 was a practical first-pass categorization of gene expression. On the other hand, the data integrated into BloodExpress were highly heterogeneous, and the classification of all genes into “present” or “absent” categories is overly simplistic.

In 2008, Heng and Painter proposed an aspiring project named ‘Immgen Project’ to establish a complete ‘road map’ of gene-expression and regulatory networks in all immune cells [19]. This project is aiming to generate microarray data of over 200 immune cell types by a highly standardized protocol. However, they do not provide absolute gene expression because their arrays are not compared with arrays from other tissues.

To overcome those limitations, we sorted and profiled 39 mouse hematopoietic populations using very strict cell surface criteria, and the most modern sorting strategies. All these data have been loaded onto the Gene Expression Commons and will be made available to the public. Moreover, because of the advantage of the common reference strategy, incorporating additional data of new populations in future will not detectably change the gene expression readout of existing populations. Thus, it is our belief that the Gene Expression Commons will serve as a common platform for absolute profiling of gene expression in the hematopoietic system.

The Gene Expression Commons has many other potential uses. For example, one can enter the name of a gene, and rapidly determine the quantitative expression of that gene in each cell type. Alternatively, one can query any cell type within a model to obtain a list of genes expressed exclusively in that cell type, or concomitantly with a defined subset of other cell types. This could be done in mice, where mutant and lineage tracing strains exist to identify candidate genes that may be important in cellular differentiation. Another possible use is for pharmacology, where the expression of drug targets and potential toxicities to hematopoietic stem and progenitor cells can be predicted.

Here we demonstrate that absolute gene expression profiling can be achieved by establishing large-common reference data and meta-analysis. This strategy advances gene expression analysis beyond conventional profiling with small numbers of samples. Additionally, this strategy can be applicable to other platforms for high-throughput assays including exon arrays, microRNA arrays, or DNA methylation arrays. The strategy is implemented into a web-based open platform termed “Gene Expression Commons” (https://gexc.stanford.edu/).

## Materials and Methods

### Data Collection and Preprocessing

Raw data files for 11,939 Affymetrix 430 2.0 mouse arrays and 25,229 Affymetrix U133 Plus 2.0 human microarrays were obtained from NIH Gene Expression Omnibus [2]. The data were normalized and probeset expression levels were generated by using the standard robust multichip average algorithm [3].

Next, a threshold was assigned to each probeset using the StepMiner algorithm [4], which was originally designed to fit step functions to time-course data. For this application, the expression values for each probeset were ordered from low-to-high, and StepMiner was used to fit a rising step function to the data that minimizes the difference between the fitted and measured values. This approach places the step at the largest jump from low values to high values (but only if there are sufficiently many expression values on each side of the jump to provide evidence that the jump is not due to noise), and sets the threshold at the point where the step crosses that original data. In the case where the gene expression levels are evenly distributed from low to high, the threshold tends to be near the mean expression level.

### Animals

All animal procedures were approved by the International Animal Care and Use Committee and the Stanford Administrative Panel on Laboratory Animal Care.

### Cell Sorting and Antibodies

All cells were sorted and data collected on a BD FACSAria (Beckton Dickinson, San Jose, CA). FlowJo Software (TreeStar, OR) was used for flow cytometric data analysis. A complete list of all antibodies used in the study is shown in Table 5.

**Table 5:** Clone and Conjugation of Antibodies Used.

Epitope	Clone	Fluorescence	Vendor
AA4.1 (CD93)	AA4.1	APC	eBioscience
B220	RA3-6B2	PE-Cy7,APC-Cy7	eBioscience
B220	RA3-6B2	PacBlue	Weissman lab
CD11b	M1/70	PE-Cy5,PE-Cy7	eBioscience
CD11c	N418	PE-Cy5.5,APC-Cy7	eBioscience
CD122	TM-b1	PE	eBioscinece
CD19	1D3	PE-Cy5.5	eBioscience
CD21	8D9	PE	eBioscience
CD23	B3B4	PECy7	eBioscience
CD25	PC61.5	Pacific orange	Weissman lab
CD27	LG.7F9	APC	eBioscience
CD3	17A2	Pacific Blue	Weissman lab
CD3	17A2	Cy7PE	eBioscience
CD3	2C11	Pacific blue	Weissman lab
CD34	RAM34	FITC	eBioscience
CD4	GK1.5	Alexafluor647,PB	Weissman lab
CD4	GK1.5	PE-Cy7	eBioscience
CD44	IM7	Alexafluor 680	Weissman lab
CD49b	DX5	FITC	eBioscience
CD69	H1.2F3	biotin	eBioscience
CD8a	53.6.7	Alexafluor488	Weissman lab
CD8a	53.6.7	PE-Cy7	eBiosience
c-Kit	2B8	Alexafluor750	eBioscience
FcgrII/III	2.4g2	PacificOrange	Weissman lab
Flk2	A2F10	PE	eBioscience
Gamma-delta TCR	GL3	PE	eBioscience
Gr-1	RB6-8C5	PE-Cy7	eBioscience
IgD	11–26	eFluor 450	eBioscience
IgM	II/41	PECy5	eBioscience
IL7Ra	A7R34	Biotin, PE-Cy5	eBioscience
Ly6d	49H4.3	FITC, A680, PacificOragne	Weissman lab
Mac-1	M1/70	Cy5PE	eBioscience
NK1.1	PK136	PE-Cy5,PE-Cy7	eBioscience
Sca-1	E13-161-7	PacificBlue	Weissman lab
Slamf1	TC15-12F12.2	PE	BioLegend
Thy1.1	OX-7	biotin	Weissman lab
Tie-2	TEK4	biotin	eBioscience
Ter119	TER 119	PE-Cy7	eBioscience
Vcam-1	429	Alexafluor647	BioLegend

### Gene Expression Microarray Analysis

Genome-wide gene expression analysis was performed using Affymetrix GeneChip Mouse Genome 430 2.0 Array (Affymetrix). For each sample, 1 ug of high-quality total RNA was amplified, labeled and hybridized onto the microarray at Stanford PAN facility microarray core according to Affymetrix’s specifications. Microarray data reported in this manuscript is described in accordance with MIAME guidelines. The data has been deposited in GEO public repository (GSE34723).

How the deposited data were processed for this re-analysis (not part of the article)

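Sorted cell populations of mouse hematopoiesis had been profiled on the Affymetrix mouse arrays that the paper names, from RNA that the paper describes as amplified, labelled and hybridized according to the manufacturer's specifications. The deposited values are log2 expression values per probeset, normalized by the authors before deposition. The paper states that RMA was used with its common reference, and the sample labels name GCRMA. The raw array files and the common reference were not used here. The values of 101 arrays from 37 populations were analysed. A further table deposited by the authors holds the same arrays, and 0 of 4555201 cells differed between the tables. It also holds 6 columns, of MkP and preCFU-E, which matched no sample record and were not used. No value was missing, the replicate arrays of a population correlated with r up to 0.996, and 79 arrays were best correlated with an array of their own population.

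Of 45101 probesets, 34958 had 1 gene in the annotation, 932 had several and 9211 had none, which gave 18194 genes. Probesets with several genes or none were counted but not named. A gene with several probesets was represented by the one with the largest dynamic range, from which 0.5% was trimmed at each end, after the paper's ordering. The 64 control probesets were left out of the tests, a step decided after a first fit that held them, and served only to measure the 3' minus 5' differences of Actb and Gapdh. No genome was used, and no probe sequences were examined.

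All comparisons used limma 3.58.1 in R 4.3.3 with 1 mean per population and empirical Bayes moderation, two-sided, without covariates. The reported fits do not pair arrays by replicate number, to which neither the paper nor the labels give a meaning. Over all populations the deviations of arrays with the same number correlated with a mean r of 0.0283, against -0.0126 for other numbers. Pairing was seen within 2 groups. Among the 8 progenitors from MPPa to pGMPb the means were 0.178 and -0.0886 (62 of 84 same-number pairs over 0.1, lowest -0.233), and 21 of 24 arrays correlated best with their own number. Among DN3a, DN4, DP, CD4SP and CD8SP arrays they were 0.340 and -0.153 (79 of 84 over 0.1, lowest 0.0172), and 23 of 24 did. DN1, DN2 and DN3b are not in this group. Same-number arrays of DN3b correlated with a mean r of -0.0678 with DN3a (lowest -0.428) and of -0.128 with DN4 (lowest -0.485). In 14 of 40 compared pairs of populations, all within these groups, each of 3 same-number pairs was over 0.1, so that the numbers pair the arrays there, by the values and not by the design. The number of arrays sets the precision, and populations with 2 arrays rely on the spread shared over all populations. A probeset was exclusively high in a population when it passed against each of the 36 others, and exclusively low in the same way. The B cell pattern set FrB2, FrC, FrD, FrE, T1, T2, Mz B and Fo B against the other 29 populations. Neighbouring populations were taken from the layout of Fig. 2B as 39 pairs. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and a difference of at least 1 on the log2 scale. Commonly high and low probesets were counted against 1 threshold, a step function fitted to all population means, because the thresholds of the paper rest on its common reference. Expression distance was 1 minus Pearson's r of population means and was tested with 100000 permutations of the population names. Permutations, figures and tables used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

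The comparisons, the tests, 19 gene lists, 29 sort antigens and the alternatives were chosen before the data were examined, except where the text says otherwise. A first fit of the planned comparisons, and the levels of control probesets and some marker genes on single arrays, were looked at before the tests of explanations, the comparison of the CD69 contrast between DP and CD4SP, and the populations set beside Fig. 3A were chosen. The lists covered HSC regulators, B lineage identity, the pre-B cell receptor and V(D)J recombination, T lineage identity, NK cells, late granules, primary granules, monocytes and macrophages, erythroid cells, megakaryocytes, the cell cycle, housekeeping, other tissues, immediate early genes, plasma cells, dendritic cells, sex-linked genes, the search result of Fig. 2B and the genes of Fig. 1D. Genes were named by a rule: those the paper names, the members of the lists, and those with the largest margins or changes in each comparison, 3 in each direction for the named pairs. The values in the figures of the paper had been seen when the rule was written. Not every gene under this rule is reported here.

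The alternatives were another value table, quantile normalization, a filter on dim probesets, an intensity trend in limma, the replicate number as a factor, other sizes of difference, a step threshold per probeset or per array, fixed cutoffs, single arrays in place of means, another choice of probeset, another distance, pairs within an organ, and leaving out replicates or the re-analysed populations. The Actb 3' minus 5' covariate, the runs without a doubted array or without HSC and the 8 progenitors from MPPa to pGMPb, the run with control probesets, the replicate number as a factor within the 2 groups of populations, and the split of the distance relation by RNA quality were added after the data were seen. The models were also tested on simulated data, in which 200 of 45037 probesets were shifted. At a shift of 2 on the log2 scale, 163 exclusively high probesets, 160 exclusively low probesets, 157 probesets of the B cell pattern and 191 of those between T2 and Mz B were recovered, with at most 3 false calls in a comparison. At a shift of 1.5 these were 92, 105, 82 and 164, with at most 5 false calls. Apart from the shift, each simulated probeset had the same mean in all populations and independent normal errors. The real arrays hold many population differences and paired replicate numbers, so the few false calls do not show the rate in the real data.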

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

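Of the tests in this part, the comparison of splits by paired numbers, the 2 with the Actb 3' minus 5' difference as a covariate and the splits of CD69 labels within DP and within CD4SP were chosen only after the result they test was seen, and the CD69 interaction, the intraclass correlations and the tests of HSC and of array origin were chosen after the counts of a first fit were seen (for the intraclass correlations also the 3' minus 5' differences) but before their own results. Chance assignment of arrays to populations could be excluded for the exclusively high probesets (1662, against 87 for the highest of the other 99 regroupings of the arrays, so that 1 of 100 was as large), for the exclusively low ones (994 against 2, again 1 of 100), for the median number of probesets changed between neighbours (1251 against 0, again 1 of 100), and for the B cell pattern (18 against 0 for other sets of 8 populations, again 1 of 100). These regroupings mix unlike populations, which by itself brings such counts near 0, so they exclude little more than arrays unrelated to their names. From HSC to MPPa 1 of 35 splits was as large, with 5465 probesets against 3241 for the highest other. For pairs with 3 arrays against 3, the splits are too few for a share under 0.05. The counts and the highest other were 8925 and 1 from pMEP to MEP, 5186 and 190 from DN2 to DN3a, 1704 and 313 from DP CD69- to DP CD69+, and between CD8SP CD69- and CD4SP CD69- the count of 947 exceeded the highest other by only 8 and was 1479 without CD4SP CD69- replicate 1. Replicate numbers pair the arrays of these last 2 comparisons, and the other splits that part all 3 pairs, as the real one does, gave at most 4 and 150. The splits with the highest counts part only 1 pair and so set replicate numbers against each other.

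The difference between CD69- and CD69+ thymocytes was not the same in DP and CD4SP cells for 2183 probesets by the interaction term in limma. Of 100 regroupings of the 12 arrays, 12 gave a count as large, with 4669 for the highest other, but these mix DP with CD4SP arrays, which differ, so they do not show whether chance can be excluded. With CD69 labels split only within DP and within CD4SP, 2 of 100 splits were as large, and the highest other (2835) exchanged the labels of every array of one of the 2. The next gave 2153, near the real count. These splits exclude chance for labels without any effect, not for 2 contrasts of the same size. Replicate numbers pair the arrays within DP and within CD4SP, which neither the interaction term nor the splits used. With the replicate block within groups the count was 2584. A test for a single distant array was run on 19 sets of values with 4 arrays and found none. Only HSC and pre-pro-B have 4 arrays, so the DP and CD4SP arrays were not tested. With so few values the test can also miss a distant array, so no conclusion is drawn from it.

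pMEP and MEP differed by 8925 probesets and pGMPb and GMP by 6647, far more than earlier neighbours such as pMEP and sCMP (906 probesets). Whether RNA labelled with another 3' bias adds to either is left open. Log2 changes of several probesets of a gene agreed less between these populations than in GMP to Gra and FrC to FrD. The intraclass correlations were 0.465 and 0.361 against a mean of 0.775. However, GMP to Gra and FrC to FrD are among the highest of all pairs. Low values were seen with small and with large 3' differences. CLP to DN1 was at 0.336, with smaller differences (Actb -0.40, Gapdh -0.23). GMLPb to CLP was at 0.261, with large ones (Actb -1.50, Gapdh -2.32). The lowest value of all pairs was 0.137, from BLP to pre-pro-B (Actb 0.84, Gapdh -0.35). HSC to MPPa was at 0.400, but the Gapdh difference changed by 0.76 there. With the Actb 3' minus 5' difference as a covariate the counts were 9091 and 6435. These counts cannot decide whether different 3' bias is the whole cause. Each population has its own mean in the model, so a shift between populations stays in the means. The covariate was fitted only on the spread within populations, a median SD of 0.280. Whether the origin of the arrays adds to the difference between pGMPb and GMP cannot be told apart, since GMP arrays were re-analysed. The change from GMP to pGMPb correlated with that from CLP to BLP at r = 0.252 across probesets. This value cannot decide it, because Table 3 cites the same reference for CLP and BLP and another for GMP. Erythroid and granulocyte commitment, the biological difference in the design, stays open.

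HSC and MPPa differed by 5465 probesets, against 1110 for MPPa and MPPb (722 without MPPb replicate 2, 2121 without MPPb replicate 1). Cell cycle genes alone do not account for this, because 4673 probesets were left after removing 3141 probesets that follow the cell cycle genes, against 1025 left between MPPa and MPPb. RNA quality or labelling of the HSC arrays cannot be told apart from biology. Their mean Gapdh 3' minus 5' difference of 3.78 (SD 0.338) was outside the range of the progenitor arrays (4.23 to 6.19), and the mean for Actb of 3.75 was inside it (3.57 to 4.83). A change of expression program at the loss of stem cell identity stays open.

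Xist, an RNA of the inactive X chromosome that the paper does not discuss, was at 11.38 in DN1 replicate 1, 12.77 in DN1 replicate 3, 11.82 in DN2 replicate 2 and 6.45 in DN2 replicate 3. The highest value on the 95 arrays of mice that both sources give as male was 4.57, so that 4 of the 6 DN1 and DN2 arrays were above it. RNA from female mice in the DN1 and DN2 arrays is a candidate explanation, and Table 3 gives both sexes for DN1 and DN2, while the sample labels give males. No biological explanation other than sex was tested.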

How the results depend on the processing

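The Actb covariate, the runs without a doubted array or without HSC and the 8 progenitors from MPPa to pGMPb, the run with control probesets, and the replicate block within groups were chosen after the data were seen, and the 62 summary counts and values compared under them, which leave out most of the 39 neighbouring pairs, stayed within 1.5 times the reported ones. Under the alternatives set before the data were examined, 31 counts moved by more than 1.5 times with all replicates kept, as did 9 of 80 counts and values without 1 replicate number. With the replicate number as a factor, 1702 probesets were exclusively high, 998 exclusively low and 18 had the B cell pattern, with a median of 1283 changed per pair. With a replicate block only within the progenitors and within the thymocytes whose numbers pair them, these were 1824, 1154, 18 and 1363, the 14 paired comparisons moved by 1.03 to 1.46 times, and no call of a named gene changed. FrB2 to FrC, outside those groups, went from 19 to 32 probesets. Of 2402 values of named genes, 2313 kept their call, 86 lost it and 3 changed sign. These values repeat the same genes over the alternatives and are not independent. The other value table held the same values, and dropping the required size cannot remove a call, so neither could change one. Eng and Ighm, which did not pass as reported, are also among the values. Many genes were named for the largest margins or changes in these data. The number kept therefore overstates how stable the calls are. The relation of distance to steps kept its sign under every alternative, with rho from 0.467 to 0.816. The share of changes between neighbours that were rises was 45.7% to 48.8%. Few arrays per population limit what can be seen of small differences.

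Counting any difference past the test gave a median of 2487 per pair, with 12659 from HSC to MPPa, 18856 from pMEP to MEP, 9815 from GMP to Mono, 10758 from pre-pro-B to FrB2, 6619 from FrC to FrD, 12802 from DN2 to DN3a, 3145 from DP CD69- to DP CD69+ and 2094 between CD8SP CD69- and CD4SP CD69-. A difference of at least 2 gave 525 exclusively high and 252 exclusively low probesets, 8 with the B cell pattern and a median of 227 per pair, with 849, 2610, 4267, 1438, 988, 941, 189, 202, 908, 477 and (to 2 digits) 1.2e2 from HSC to MPPa, pMEP to MEP, GMP to Gra, GMP to Mono, pre-pro-B to FrB2, FrC to FrD, T2 to Mz B, iNK to mNK, DN2 to DN3a, DP CD69- to DP CD69+ and CD8SP CD69- to CD4SP CD69-. Both follow from the size required. A step threshold per probeset gave 553 exclusively high, 98 exclusively low and 30 with the B cell pattern, and the cause was not tested. Fixed cutoffs moved the common counts by construction, to 32978 high and 3012 low at 4, 11863 high at 6 and 4147 high at 8.

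Without one replicate number at a time, which leaves some populations with 1 array assumed to vary like the others, exclusively high probesets ranged from 787 to 1649, exclusively low ones from 334 to 1013, and the median per pair from 720 to 1237, and without CD4SP CD69- replicate 3 they were 1709, 1022 and 1289. FrC to FrD ranged from 1894 to 4525, T2 to Mz B from 384 to 1091 and iNK to mNK from 708 to 1472, and the cause was not tested. Eng ranged from -0.068 to 0.35 and Ighm from -0.22 to 0.39. With quantile normalization Ighm was at -0.016, a change of sign whose cause was not tested, and neither gene passed the test as reported.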

Differences from the paper's values

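The populations set beside Fig. 3A were chosen after their counts here and the figure had been seen, so their closeness is no independent check, and nothing else in this part was chosen after the results were seen. The paper's value for probesets that are high in every population of the model is 1722, and 7862 were found here. None of the alternatives set before the data were examined reached the paper's value: fixed cutoffs of 4, 6 and 8 gave 32978, 11863 and 4147, single arrays in place of means gave 6847, a step threshold per array gave 6753, quantile normalization gave 7986, and leaving out replicates or the re-analysed populations gave 7680 to 7952. The paper's value for probesets low in every population is 11569, and 22017 were found here. A fixed cutoff of 6 gave 17342, within 1.5 times the paper's value. The cutoffs of 4 and 8 (3012 and 27282), single arrays and a step threshold per array (20274 each), quantile normalization (21819) and leaving out replicates or the re-analysed populations (21692 to 22192) did not. The paper's counts use a threshold for each probeset from its common reference of arrays, and cover 2 populations that were not analysed here, while the counts here use 1 threshold for all probesets.

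Fig. 2B lists genes found by a search for expression in the B lineage alone. Of 12 measured genes of that list, 5 met the pattern by the test at the probeset with the largest dynamic range (among them Cd22, Dennd5b, Fcmr and Fcrla), and Ms4a1 and Srpk3 did at another probeset. Margins for the other genes were -0.50 for Camk2d, 0.93 for H2-Ab1, 0.16 for Pax5, 0.20 for Snap29 and 0.78 for Snx8. With a step threshold per probeset, fitted over the arrays analysed here and set before the data were examined, 30 probesets had the pattern, among them probesets of Pax5, Snap29, H2-Ab1, Snx8, Camk2d and Srpk3, but none of Fcmr or Ms4a1, which are on that list, and none of Cd79a, Spib or Siglecg.

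For Fig. 3A, exclusively high probesets numbered 691 in Gra against about 490 in Fig. 3A, read by eye, 210 in MEP against about 160 in Fig. 3A, read by eye, and 161 in Mono against about 140 in Fig. 3A, read by eye. Exclusively low probesets in Gra numbered 765 against about 600 in Fig. 3A, read by eye. HSC was also within 1.5 times the figure. Several alternatives set before the data were examined were not. A step threshold per probeset gave (to 2 digits) 1.8e2 in Gra, 82 in MEP, 80 in HSC and 57 in Mono, with 86 low in Gra, and a difference of at least 2 gave 272, 70, 27 and 67, with 203 low in Gra. Without replicate 1, HSC had 89, Mono 89 and Gra 242 low, and without replicate 2, Gra had 317, MEP 98 and HSC 94, with 280 low in Gra. Any difference past the test gave 747 in Gra and 271 in MEP. Populations of the figure other than these were not compared. The caption of Fig. 3 gives numbers of genes, while probesets were counted here. The units may therefore differ, and a gene can have several probesets, so closeness of these counts need not mean the same result. The B cell pattern held 18 probesets against about 22 in Fig. 2B, read by eye, and 13 without replicate 1, 12 without replicate 2 and 8 at a difference of at least 2. The thresholds differ, since the paper used high and low calls against its common reference and a test with a difference of at least 1 on the log2 scale was used here. The populations differ too, since the paper's model holds MkP and preCFU-E. These were not analysed here, so that fewer populations had to be exceeded.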

Other observations

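Of the tests in this part, none was chosen only after its result was seen, but the tests of the CD69 contrast and of DN3a were chosen after the counts of a first fit, and the genes given on single arrays were looked at before the lists were counted and singled out here after their values were seen. Genes of granulocytes and macrophages appeared in lymphoid fractions. From FrD to FrE (n = 2 and 2), 10 of 13 late granule and neutrophil genes rose, 0 fell and 3 did not pass (10 rose when adjusted over the list alone). S100a8, an abundant calcium-binding protein of neutrophils, was at 11.32 and 9.12 in the FrE arrays and at 5.03 and 4.96 in the FrD arrays. Of 13 monocyte and macrophage genes, 7 rose, 0 fell and 6 did not pass (8 rose when adjusted over the list alone), a count that was 1 without FrE replicate 1 and 2 without FrD replicate 1. C1qb, a complement component of macrophages, was at 8.37 in FrE replicate 1 and at 3.86 in FrE replicate 2. In iNK, S100a8 was at 6.49 and 9.78 and C1qb at 7.14 and 9.55. From CLP to iNK 9 late granule and neutrophil genes rose, and 1 did without iNK replicate 2.

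Jchain, the joining chain of IgM and IgA made by plasma cells, was at 9.47, 11.09 and 11.85 in 3 of the 4 HSC arrays and at 5.28 in the fourth, and at 13.07 and 13.18 in the T1 arrays. Of 5 plasma cell genes, 2 fell from HSC to MPPa, 0 rose and 3 did not pass (2 fell when adjusted over the list alone). From GMP to Mono, 3 rose (Prdm1, Xbp1 and Irf4), 0 fell and 2 did not pass (3 rose when adjusted over the list alone). Gzma, a granzyme of cytotoxic cells, was high not only in mNK but also in double-negative thymocytes, with means of 12.38 ± 0.37 (SD, n = 3) in DN3b and 12.75 ± 0.10 (SD, n = 3) in DN4. Cd209a was the only 1 of 7 dendritic cell genes that was exclusively high in a population, in Mono. Of 4 measured sex-linked genes, none was exclusively high or low in a population, and Eif2s3y was above the threshold in every population.

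For Cd69 itself, the CD69+ populations were higher than the CD69- ones by 3.51 in DP and 1.85 in CD4SP (SE 0.389 each). In CD8SP the difference was 0.51 (SE 0.389), below the size of 1 needed for a call. In DP, CD4SP and CD8SP, 1704, 919 and 193 probesets differed. The count in CD4SP was 1703 without CD4SP CD69- replicate 1. In CD8SP it was 94, 339 and 355 without CD8SP CD69- replicates 1, 2 and 3 in turn. Gimap4 changed by 6.16 in DP and by 0.05 in CD4SP (difference 6.11, SE 0.54, adjusted p = 3.73e-14 from the interaction term in limma). Rrm2 changed by -4.35 in DP and by 0.33 in CD4SP (difference -4.68, SE 0.39).

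DN3a and DN3b differed by 3522 probesets, against 69 rises and 84 falls from DN3b to DN4 (95 in all without DN3b replicate 3 and 223 without DN4 replicate 1), and DN3a arrays were re-analysed. Whether origin adds to this difference cannot be told. The change from DN3a to DN3b correlated at r = -0.221 across probesets with the change from the re-analysed CLP to BLP. Table 3 cites the same reference for CLP and BLP and another for DN3a. The CLP to BLP change therefore need not hold a shift of the DN3a arrays. Probesets are also not independent replicates.

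The ordering of probesets by dynamic range was tested on 9010 genes with several probesets. In 63.7% of them the widest probeset also had the largest share of its variance between populations, against 39.5% by chance. The median share was 0.855 for the widest probesets and 0.726 for the others. Range and share come from the same arrays, and a wide range between populations raises both, so the outcome was partly set beforehand. Among the genes of Fig. 1D, the probesets of Il16 had dynamic ranges of 6.65, 4.92, 2.49 and 1.75, Aak1 of 2.84, Ikzf1 of 2.72, Hif1a of 2.09 and Rbx1 of 1.17. From GMP to Gra, 3 of these 5 genes rose, 0 fell and 2 did not pass (3 rose when adjusted over the list alone).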
